# Age‐mediated gut microbiota dysbiosis promotes the loss of dendritic cells tolerance

**DOI:** 10.1111/acel.13838

**Published:** 2023-05-09

**Authors:** Hilal Bashir, Sanpreet Singh, Raghwendra Pratap Singh, Javed N. Agrewala, Rashmi Kumar

**Keywords:** aging, dendritic cells, dysbiosis, gut microbiota, immune response, tolerance

## Abstract

The old age‐related loss of immune tolerance inflicts a person with a wide range of autoimmune and inflammatory diseases. Dendritic cells (DCs) are the sentinels of the immune system that maintain immune tolerance through cytokines and regulatory T‐cells generation. Aging disturbs the microbial composition of the gut, causing immune system dysregulation. However, the *vis‐à‐vis* role of gut dysbiosis on DCs tolerance remains highly elusive. Consequently, we studied the influence of aging on gut dysbiosis and its impact on the loss of DC tolerance. We show that DCs generated from either the aged (DC^Old^) or gut‐dysbiotic young (DC^Dysbiotic^) but not young (DC^Young^) mice exhibited loss of tolerance, as evidenced by their failure to optimally induce the generation of Tregs and control the overactivation of CD4^+^ T cells. The mechanism deciphered for the loss of DC^Old^ and DC^Dysbiotic^ tolerance was chiefly through the overactivation of NF‐κB, impaired frequency of Tregs, upregulation in the level of pro‐inflammatory molecules (IL‐6, IL‐1β, TNF‐α, IL‐12, IFN‐γ), and decline in the anti‐inflammatory moieties (IL‐10, TGF‐β, IL‐4, IDO, arginase, NO, IRF‐4, IRF‐8, PDL1, BTLA4, ALDH2). Importantly, a significant decline in the frequency of the *Lactobacillus* genus was noticed in the gut. Replenishing the gut of old mice with the *Lactobacillus plantarum* reinvigorated the tolerogenic function of DCs through the rewiring of inflammatory and metabolic pathways. Thus, for the first time, we demonstrate the impact of age‐related gut dysbiosis on the loss of DC tolerance. This finding may open avenues for therapeutic intervention for treating age‐associated disorders with the *Lactobacillus plantarum*.

**Abbreviations**
2‐NBDG: 2‐(N‐(7‐nitrobenz‐2‐oxa‐1,3‐diazol‐4‐yl) amino)‐2‐deoxyglucose
Abx: Antibiotic
ACK: Ammonium‐chloride‐potassium bicarbonate lysis buffer
ALDH: Aldehyde dehydrogenase
ANOVA: Analysis of variance
APCs: Antigen‐presenting cells
BHI: Brain heart infusion agar
BMDC: Bone marrow‐derived dendritic cells
BTLA: B and T lymphocyte attenuator
CD: Cluster of differentiation
CFSE: Carboxyfluorescein succinimidyl ester
CFU: Colony‐forming unit
DCs: Dendritic cells
ELISA: Enzyme linked immuno sorbent assay
FBS: Fetal bovine serum
GM‐CSF: Granulocyte‐macrophage colony‐stimulating factor
HRP: Horse radish peroxidase
IDO: Indoleamine 2,3‐dioxygenase
IL: Interleukin
iNOS: Inducible nitric oxide synthase
LP: *Lactobacillus plantarum*
LPS: Lipopolysaccharide
MHC: Major histocompatibility complex
MLN: Mesenteric lymph node
NO: Nitric oxide
PDL: Programmed death‐ligand
PP: Peyer's patches
RIPA: Radioimmunoprecipitation assay
TMB: 5,5′‐Tetramethylbenzidine
Tregs: Regulatory T cells

## 1 INTRODUCTION

Age‐inflicted inflamed microenvironment favors inflammatory and autoimmune responses with a concurrent decline in the protective immunity (Kim et al., 2017). Both Innate and adaptive arms of the immune system show age‐related changes in their functional capacity, manifested by diminished antigen uptake and presentation capacity, phagocytic activity, thymic involution, antibody production, and reduced response to vaccination and infection. A gain of non‐specific innate immunity with a loss of adaptive immunity is linked with the advancement of age (Lee et al., 2022).

Dendritic cells (DCs) are professional antigen‐presenting cells (APCs) and multifaceted regulators of immunity against pathogens (Banchereau & Steinman, 1998). Furthermore, they also induce tolerance to self and innocuous antigens (Coquerelle & Moser, 2010). Recognition of pathogen's danger signals, uptake of antigens, and their processing provides developmental cues to DCs for their maturation and activation. DCs are the only APCs with the capacity to activate and differentiate naive T cells (Trombetta & Mellman, 2005). Immunogenic DCs express a higher level of MHCII and co‐stimulatory molecules CD40, CD80 and CD86, and release an elevated amount of pro‐inflammatory cytokines like IL‐12, IL‐6, IL1‐β, and TNF‐α (Hackstein & Thomson, 2004). In contrast, tolerogenic DCs display comparatively lower levels of MHCII and co‐stimulatory molecules and higher expression of inhibitory receptors such as Tim‐3 and PDL‐1 (Iberg & Hawiger, 2020). Tolerogenic DCs produce augmented quantities of anti‐inflammatory cytokines like IL‐10 and TGF‐β (Vogel et al., 2022) and reduced production of IL‐12 (Steinman et al., 2003). DCs maintain immunological tolerance by clonal deletion of T cells, induction of anergy, and generation of Tregs (Horton et al., 2017). In addition, they maintain peripheral tolerance against self‐antigens and presentation to autoreactive T cells (Hawiger et al., 2001). This heterogeneity in the functionality of DCs establishes a fine balance between the activation and suppression of the immune system. The loss of DC tolerance is a gradual process connected with aging, as observed by the increased production of pro‐inflammatory cytokines, reduced phagocytic capacity (Agrawal et al., 2017), deficient Tregs‐inducing capacity, and failure to curb autoimmune and inflammatory responses. Although enhanced activation of NF‐κB and pro‐inflammatory responses are considered responsible for this phenomenon (Agrawal et al., 2007), the mechanism connected with age‐associated DCs dysfunction remains extensively elusive.

Recently, the role of gut microbiota is increasingly being recognized in the development, maturation, and maintenance of homeostasis of the immune system through elegant experiments conducted on germ‐free mice models (Honda & Littman, 2016). Gut microbiota induces peripheral tolerance through the induction of Tregs, IgA‐secreting B cells, Th17 cells, and through the DC modulation (Zheng, Liwinski, & Elinav, 2020). An alteration in gut microbiota composition and function has been reported with age, and concomitantly, it is associated with various autoimmune diseases (Bosco & Noti, 2021). Gut dysbiosis with age results in a loss of mainly Firmicutes and Bacteroides and the predominance of Proteobacteria and therefore predisposes to increased risk of immune dysregulation and persistence of chronic inflammation (Ragonnaud & Biragyn, 2021). However, it is still largely unknown how aging provokes gut dysbiosis and loss of DC tolerance.

Taking into consideration the aforesaid facts, we studied the influence of aging on gut microbiota and its implication on the activation, differentiation, and function of DCs. Through comparison of DCs derived from young (DC^Young^), old (DC^Old^), and antibiotic‐treated young animals (DC^Dysbiotic^). We show the correlation between gut dysbiosis and loss of DC tolerance. Our study revealed that aging incited gut disruptions linked with the failure in the expansion of Tregs and downregulation of tolerance‐associated gene network and signaling pathways that resulted in the loss of DC tolerance. Importantly, the loss of DC tolerance was connected with the disappearance of the beneficial bacteria Lactobacillus. Interestingly, replenishing the gut of aged mice with *Lactobacillus plantarum*, restored the age‐associated loss of tolerance in DCs (DC^Old‐LP^). The study suggests the therapeutic role of *Lactobacillus plantarum* in the maintenance of DC tolerance and its use as a remedial measure for alleviating age‐associated immune system defects.

## 2 RESULTS

### 2.1 Bone marrow‐derived hematopoietic cells exhibit declined differentiation potential with age and gut dysbiosis to DCs

Aged hematopoietic stem cells (HSCs) generate a dysfunctional immune system that contributes to immunosenescence (Geiger et al., 2013). Additionally, dysbiosis of the microbial population with antibiotic treatment adversely affects the bone marrow cells (Josefsdottir et al., 2017). These observations led us to evaluate the number and differentiation potential of HSCs in aged (20–22 months) and young dysbiotic mice (young mice treated with an antibiotic cocktail for 21 days) compared to young mice (2–4 months). Gut bacterial colony‐forming units (CFUs) were enumerated and compared in all three groups under anaerobic and aerobic conditions from their fecal homogenate. We observed a significant decrease in the gut bacterial load in both facultative anaerobes and aerobes in old and young dysbiotic mice in comparison with young mice (Figure 1a). Next, an absolute number of bone marrow cells (BMCs) and their differentiation potential towards dendritic cells were compared. No significant alteration was observed in the absolute cell counts among the three groups (Figure 1b) but a significant decrease in the differentiation of BMCs to DCs in both old and young dysbiotic groups (Figure 1c) compared to the young group was noticed. We conclude that gut dysbiosis, either due to old age or antibiotic treatment, impairs the differentiation potential of bone marrow/myeloid progenitor cells.

**FIGURE 1:**
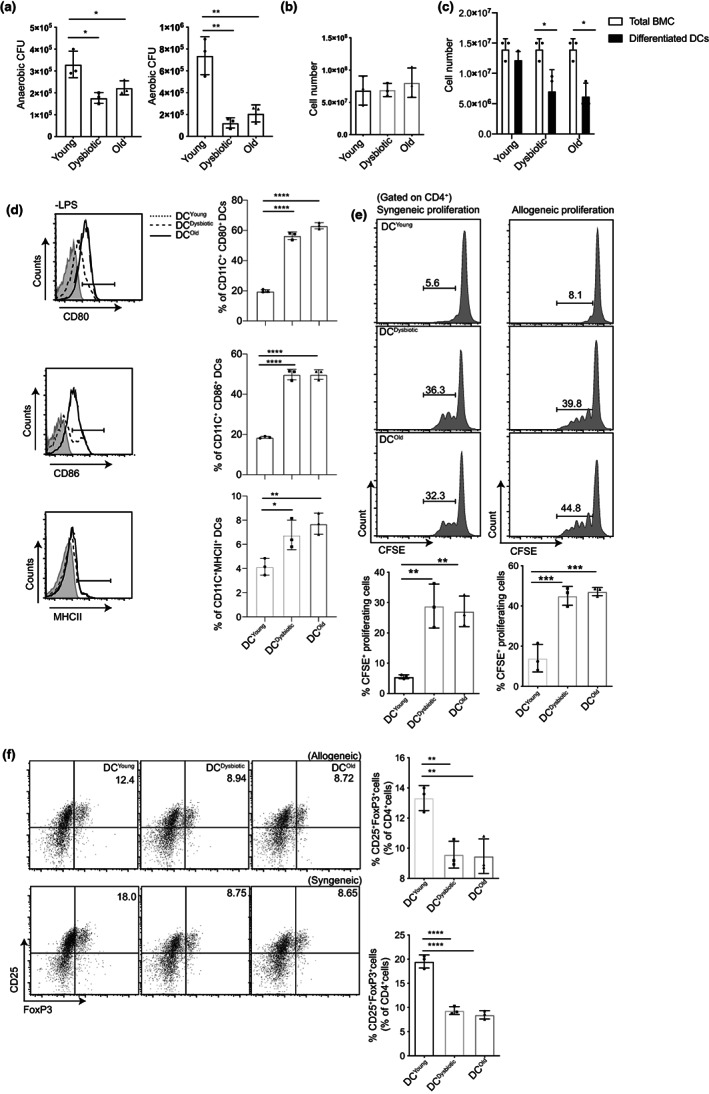
Aging and Abx treatment of young animals disrupts gut microbiota and impairs the differentiation of BMCs to DCs. Young control, young dysbiotic (21 days of antibiotics treated) and old, groups of animals were compared; (a) quantification of facultative anaerobes and aerobes bacteria from fecal matter; (b) quantification of total BMCs; (c) comparative analysis of the total number of BMCs and DCs differentiated from BMCs; (d) phenotypic (CD11c^+^CD80^+^ population (top), CD11c^+^CD86^+^(middle) and CD11c^+^MHCII^+^ (bottom) analysis of differentiated (‐LPS) DC^Young^, DC^dysbiotic^ and DC^Old^; (e) representative FACS plot and bar graph of syngeneic and allogeneic CD4^+^ T‐cell proliferation induced by DC^Young^, DC^Dysbiotic^ and DC^Old^; (f) representative FACS plot and bar graph of CD4^+^FoxP3^+^Tregs differentiation by DC^Young^, DC^Dysbiotic^ and DC^Old^. The data (mean ± SD) are from three independent experiments, with each point representing a pool of three animals for one independent experiment (*n* = 3 mice/group). Statistical analysis was done by one‐way ANOVA followed by Tukey's multiple comparison tests except (c, d), where two‐way ANOVA followed by Sidak's multiple comparisons test was done. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 2.2 Age and gut dysbiosis affects the maturation and function of DCs

DCs play an important role in both, orchestrating antigen‐specific T‐cell responses and maintenance of the peripheral tolerance (Coquerelle & Moser, 2010). However, their functional capacity gets curtailed with chronological aging (Agrawal et al., 2007), and with gut microbiota modulation (Uribe‐Herranz et al., 2020). The phenotype of the DCs can ascertain their activation or tolerization function. A significant upregulation in the expression of co‐stimulatory molecules CD80, CD86, and MHCII molecules (Figure 1d), and CD40 (Figure S1c) molecules was observed on the DC^Dysbiotic^ and DC^Old^, as compared to DC^Young^ upon differentiation.

One of the mechanisms for the induction of peripheral T‐cell tolerance by dendritic cells is attributed to their capacity to phagocytose foreign pathogens, cancer cells, and self‐apoptotic cells. A defect in this capacity leads to a breach of tolerance (Savill et al., 2002). Given that we observed the mature phenotype of DCs in our experimental setup, we checked their ability for phagocytosis. We observed a significant decline in phagocytosis of the antigen (Dextran‐FITC) by both DC^Dysbiotic^ and DC^Old^ compared to DC^Young^ (Figure S1d). Additionally, we noticed a notable decrease in the engulfment of apoptotic bodies (Figure S1e). These results indicate reduced phagocytosis by DCs on aging and gut dysbiosis.

DCs induce immunogenic or tolerogenic T‐cell stimulation based on their maturation state (de Heusch et al., 2004). We next examined the effect of gut dysbiosis on the ability of DCs to activate CD4^+^ T cells. DC^Dysbiotic^ and DC^Old^ induced rigorous proliferation of syngeneic CD4^+^ T cells in comparison with DC^Young^.This was further authenticated using allogeneic CD4^+^ T cells (Figure 1e). These data suggest that DC^Dysbiotic^ and DC^Old^ exhibit hyperactivation of CD4^+^ T cells. Further to confirm this, we examined the Tregs‐inducing potential of all three DCs, as the regulatory function of DCs is well recognized for the maintenance of central and peripheral tolerance by driving naive T cells to differentiate towards Tregs (Raker et al., 2015). A significant loss of the Tregs‐inducing potential of DC^Dysbiotic^ and DC^Old^ was noted (Figure 1f). These results indicate loss of tolerogenic and acquisition of immunogenic properties in old and young dysbiotic DCs, suggesting a substantial role of gut dysbiosis in the modulation of DCs function. Next, we focused our studies on understanding the possible mechanism of action for the loss of tolerogenic effect of BMDCs with Abx treatment and old age.

### 2.3 Loss of tolerogenic potential of DCs with gut dysbiosis is primarily mediated through secreted factors and modulation of regulatory and metabolic gene expression

In both proliferation and Tregs induction experiments, total CD4^+^ T cells were stimulated through plate‐bound anti‐CD3 and soluble anti‐CD28 antibodies while co‐culturing with DCs for optimal activation of T cells. This approach nullifies the effect of phenotypic difference among DCs for the observed effect; hence, we hypothesized that gut dysbiosis with old age and antibiotic treatment instigate cell‐intrinsic properties of myeloid precursors and turn them towards immunogenic rather than tolerogenic, and this effect is mediated through secreted factors in the microenvironment of DC and T‐cell co‐culture.

We analyzed the supernatant of DC:CD4^+^ T‐cell co‐culture for estimation of pro‐inflammatory and anti‐inflammatory cytokines concentration. A significant increase in pro‐inflammatory cytokines IL‐6, IL1‐β, TNF‐α, IL‐12, and IFN‐γ was noticed when CD4^+^ T cells were co‐cultured with DC^Dysbiotic^ and DC^Old^ compared to DC^Young^, which corroborates with a significant reduction in the anti‐inflammatory cytokines IL‐2, IL‐10, TGF‐β, and IL‐4 release (Figure 2a, b). These results were further validated at the transcript level. We found significantly increased expression of pro‐inflammatory cytokines (*Il‐6*, *Il1b*, *Tnfa*, and *Il‐12*) while reduced transcripts were observed for anti‐inflammatory cytokines *Il‐10*, and *Tgfb* (Figure 2c, d) in DC^Dysbiotic^ and DC^Old^ compared to DC^Young^. Reduced induction of Tregs and decreased production of anti‐inflammatory cytokines strongly supported the curtailed tolerogenic immune responses of DC^Dysbiotic^ and DC^Old^ compared to DC^Young^. These results agree with the studies demonstrating the role of DCs in the induction of peripheral tolerance (Domogalla et al., 2017).

**FIGURE 2:**
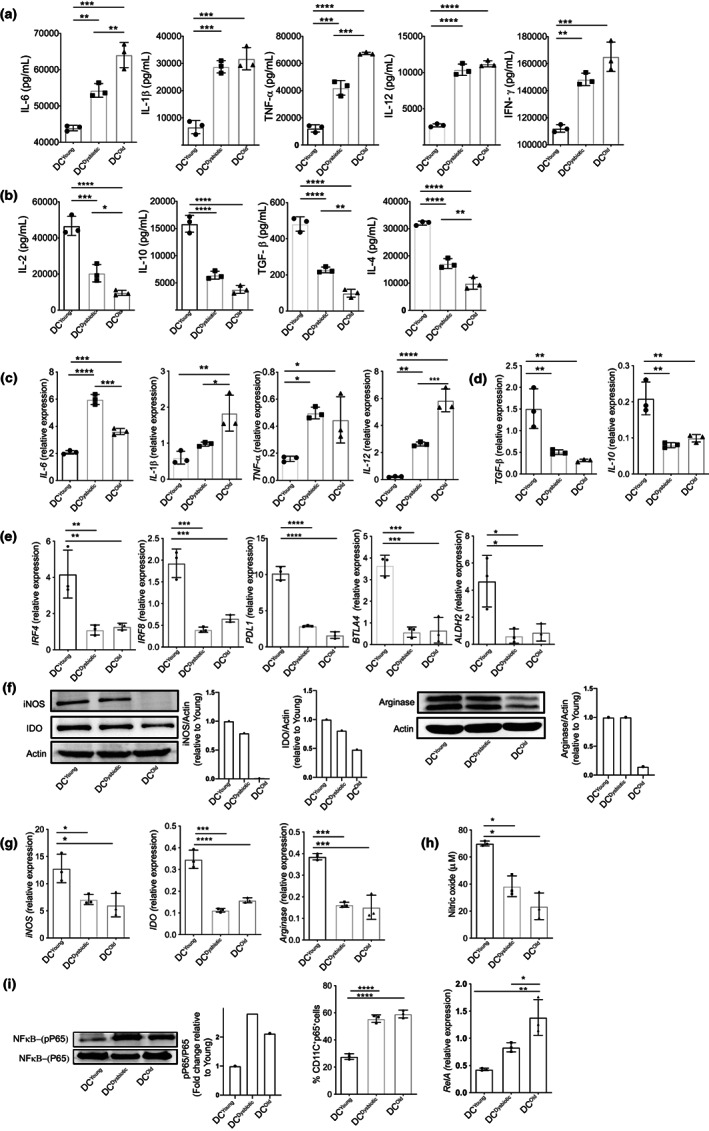
Mechanism of gut dysbiosis‐mediated loss of tolerogenic potential in DCs. Co‐culture supernatants of LPS‐stimulated DC^Young^, DC^Dysbiotic^, and DC^Old^ with syngeneic CD4^+^ T cells were analyzed with ELISA for cytokines secretion; (a) bar graph representation of pro‐inflammatory cytokines IL‐6, IL1‐β, TNF‐α, IL‐12, and IFN‐γ; (b) bar graph representation of anti‐inflammatory cytokines IL‐2, IL‐10, TGF‐β, and IL‐4. qRT‐PCR based quantification of gene expression in DC^Young^, DC^Dysbiotic^, and DC^Old^. Bar graph representation of (c) relative gene expression of pro‐inflammatory cytokine genes; (d) relative gene expression of anti‐inflammatory cytokine genes; (e) relative gene expression of tolerogenic genes *Irf4*, *Irf8*, *Pdl1*, *Btla*, and *Aldh2*. LPS‐stimulated DC SNs were estimated for NO secretion, and the same cells were examined for the expression of tolerogenic metabolic enzymes and phosphorylation status of the p65 subunit of NF‐kB; (f) representative Western blots and protein level quantification of iNOS, IDO, and arginase; (g) relative expression of metabolic genes *iNOS*, *Ido*, and arginase‐1 by qRT‐PCR; (h) bar graph representation of NO secretion by Griess method; (i) representative Western blot and protein level quantification of phospho‐p65 in DCs lysate (left panel), bar graph representation of the percentage of phospho‐p65^+^ DCs through flow cytometry and relative expression of p65 encoding gene *RelA* through qRT‐PCR. Data (mean ± SD) representing RT‐PCR and flow cytometry are of three independent experiments, with each point representing a pool of three animals for one independent experiment, *n* = 3 mice/group, and Western blot data representing two independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical analysis was done by one‐way ANOVA followed by Tukey's multiple comparison test.

Several studies have demonstrated the role of tolerogenic genes *Irf4*, *Irf8* (McDaniel et al., 2020), *Pdl1* (Oh et al., 2020), *Btla* (Li et al., 2011), and *Aldh2* in regulating the function of DCs (Zhu et al., 2013). To further confirm the tolerogenic dysfunction of young dysbiotic and old DCs, we checked the expression of these genes on matured DCs. A significant decline in the expression of *Irf4*, *Irf8*, *Pdl1*, *Btla4*, and *Aldh2* was noticed in the DC^Dysbiotic^ and DC^Old^ in comparison with DC^Young^ (Figure 2e). In addition, we checked the expression of *Tim3*, an inhibitory receptor (Anderson et al., 2016) on BMDCs through flow cytometry and observed a reduced expression (Figure S2).

Cellular metabolism plays a key role in determining the immunogenic or tolerogenic fate of DCs (Sim et al., 2016). Tryptophan and L‐arginine catabolizing enzymes Indoleamine 2,3‐dioxygenase (IDO) and Arginase I (Arg 1), respectively, cooperate with DCs to confer their immunosuppressive effect (Mondanelli et al., 2017). These catabolizing enzymes deprive T cells of amino acids and lead to their suppression (Grohmann et al., 2003). IDO1 suppresses the allogeneic T‐cell proliferation (Funeshima et al., 2005) and is implicated in the Tregs generation (Fallarino et al., 2006). On the contrary, DC‐derived nitric oxide (NO) determines either the regulatory or effector DC differentiation (Si et al., 2016). NO is synthesized from the metabolism of L‐arginine by inducible NO synthase (iNOS) and induces tolerance in allograft models (Peche et al., 2005). Hence, it was of our interest to determine their role in gut dysbiosis‐mediated DC modulation. We evaluated the protein, and transcript levels of IDO, iNOS, and Arginase1 in DC^Young^, DC^Dysbiotic^, and DC^Old^ stimulated with LPS. A reduction in iNOS, arginase, and IDO at the protein level was observed in DC^Dysbiotic^ and DC^Old^ compared to DC^Young^ through Western blot (Figure 2f); concurrently, their transcript levels were also significantly reduced (Figure 2g). Next, NO was measured in the culture supernatants, and a significant decrease in the production of NO was observed in both DC^Dysbiotic^ and DC^Old^ compared to DC^Young^ (Figure 2h) complementing the decreased NO metabolizing enzyme, iNOS.

### 2.4 Gut dysbiosis due to aging and antibiotic treatment of young mice induces the NF‐κB pathway in DCs to regulate their immunogenic/inflammatory phenotype

To decipher the molecular mechanism that plays a role in influencing the tolerogenic properties of DCs upon gut dysbiosis, we investigated NF‐κB signaling pathway. This pathway has a quintessential role in regulating DC tolerance as it is the master regulator of various genes involved in the DC maturation (Ade et al., 2007). Inhibiting NF‐κB signaling has been reported to differentiate and maintain tolerogenic DCs in the context of cancer, autoimmune disorders, and aging (Carreno et al., 2011). First, to quantify NF‐κB activation, we checked the phosphorylation status of p65, a DNA binding subunit through Western blot and flow cytometry. An increase in phosphorylation of p65 was observed in DC^Dysbiotic^ and DC^Old^ compared to DC^Young^ (Figure 2i, left and middle panel). Furthermore, the mRNA expression of *RelA* encoding for RelA/P65 in total DC extract was observed significantly augmented in young dysbiotic and aged DCs compared to DC^Young^ (Figure 2i, right panel). These results suggested an activated NF‐κB phenotype of DCs and the possible role of gut microbiota in the functional modulation of DCs.

### 2.5 Gut dysbiosis influenced by aging alters the abundance of the genus *Lactobacillus* in the gut, and its replenishment with *Lactobacillus plantarum* restores dysbiosis and DC phenotype

Next, we were curious to decode the involvement of the gut microbiota in age‐predisposed dysbiosis and loss of DC tolerance. We observed a significant difference in the overall microbiota composition of young dysbiotic and old mice compared to young mice. The beta diversity plot which measures the phylogenetic relationship of bacterial communities between groups through both weighted and unweighted principal coordinate analysis indicated separate clustering among all three groups, suggesting a difference in microbial communities (Figure 3a). Alpha diversity analysis which measures the species richness and evenness within an ecological community through Chao1 (community richness) and Shannon index (evenness) (Hughes et al., 2001) showed distinct measures among the group. Both indices indicated a gradual decrease in diversity and evenness of microbiota in young dysbiotic and old mice groups. The Chao1 diversity index revealed a decreased species richness in young dysbiotic and old groups of mice compared to the young group, but the difference was not significant (Figure S3a). However, a significant decrease was noted in the Shannon diversity index (Figure 3b), indicating a biased microbial community structure in old and young dysbiotic mice. Further, phylum and genus level comparisons for relative abundance among all three groups were done. Phylum, like Firmicutes showed a substantial decrease in young dysbiotic and old mice with a concurrent increase in phylum Bacteroidetes with respect to the young group (Figure 3c). At the genus level within phylum Firmicutes, beneficial genera like *Lactobacillus* and the genus of the family Lachnospiraceae expressed a significant drop while harmful bacterial genera like *Turicibacter* and the genus of the family Clostridiaceae showed a substantial increase in abundance with the age and Abx treatment of young mice (Figure 3d). The differential abundance in young dysbiotic and old mice in comparison with young was also confirmed by linear discriminant analysis, as depicted in LEfSe plots (Figure S3b).

**FIGURE 3:**
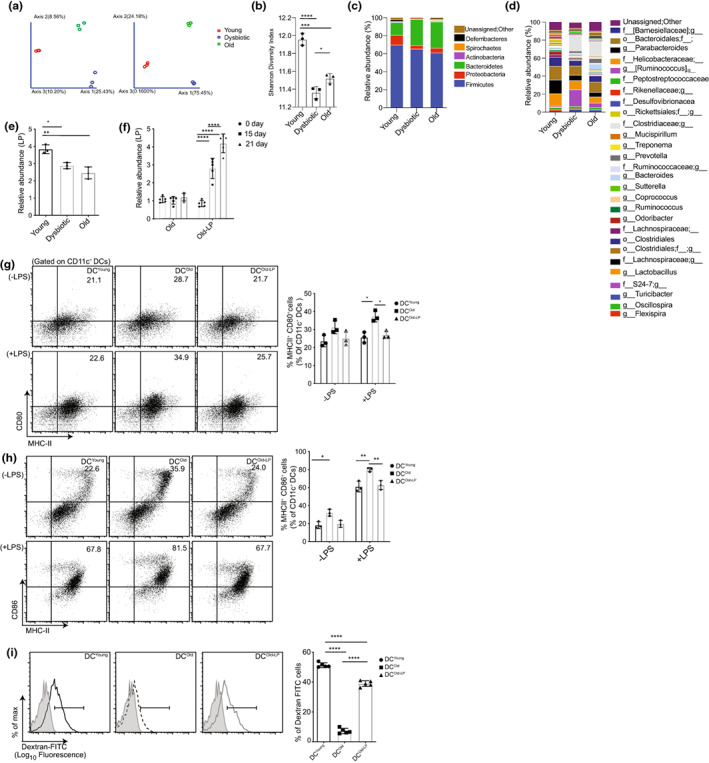
Gut microbiota alteration with aging and antibiotics exposure and evaluation of the immunomodulatory role of *Lactobacillus plantarum*. The fecal DNA of young control, young dysbiotic (21 days of antibiotics treated), and old mice were analyzed with 16S rRNA sequencing and qRT‐PCR; (a) adapted weighted and unweighted unifrac PCoA plots indicating differential beta diversity; (b) Shannon diversity index depicting alpha diversity; (c) bar graphs represent relative abundance at the phylum level; (d) bar graphs represent relative abundance at the genus level; (e) bar graph represents qRT‐PCR data for the indigenous relative abundance of species *L. plantarum*; (f) bar graph represents qRT‐PCR based quantification of relative accumulation of *L. plantarum*on the day 0, 15 and 21 of administration through oral gavage with (10^8^ CFU/mL) in old mice; (g) dot plot and bar graph depicting percentage population of MHCII^+^CD80^+^ DCs; (h) MHCII^+^CD86^+^ DCs gated on CD11c^+^ cells and (i) Representative histogram and frequency of dextran‐FITC uptake, as assessed by flow cytometry in DC^Young^, DC^Old^ and DC^old‐LP^. All the data (mean ± SD) are from three independent experiments, with each point representing a pool of three animals for one independent experiment, *n* = 3 mice/group except (f, i), with each point in the bar graph indicating one animal, *n* = 5. The statistical analysis done for RT‐PCR (f) and flow cytometry data (g, h) is by two‐way ANOVA followed by Sidak's multiple comparisons test, and the rest is by one‐way ANOVA followed by Tukey's multiple comparison test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

In our analysis, the diversity plot showed significant downregulation of the genus *Lactobacillus* in both old and young dysbiotic groups. *Lactobacillus* strains maintain immune tolerance by inhibiting inflammatory immune responses (Esmaeili et al., 2018; Macho Fernandez et al., 2011) of macrophages and epithelial cells (Ferreira Dos Santos et al., 2016) and by induction of Tregs (Bermudez‐Brito et al., 2018). Consequently, we were intrigued to explore the role of *Lactobacillus* in restoring the function of DCs. First, we measured the abundance of *Lactobacillus plantarum* (LP) in fecal samples of all three groups of mice and observed a significant reduction in LP abundance with age and antibiotic treatment of young mice compared to young mice (Figure 3e). Next, we obtained *Lactobacillus plantarum* (LP) (MTCC‐2621 corresponding to ATCC‐8014) from MTCC‐CSIR‐IMTECH and replenished the old mice group. We observed a gradual accumulation of LP in the gut of inoculated mice (Old‐LP) from Days 15 to 21 (Figure 3f). Age‐associated microbial dysbiosis promotes increased intestinal permeability leading to systemic inflammation and innate immune system dysfunction (Thevaranjan et al., 2017). Therefore, we first measured the effect of LP on the restoration of intestinal permeability. LP‐inoculated old mice showed a significant decrease in gut permeability compared to young dysbiotic and old mice as evidenced by a lower level of dextran FITC in blood plasma (Figure S3c). As LP was able to recover the intestinal permeability, we hypothesized that LP inoculation and establishment in the gut can circumvent the systemic inflammatory condition, by modulating bone marrow myeloid progenitors to acquire tolerogenic properties. Hence, we investigated the effect of LP administration on the phenotype and functional properties of the DCs of LP‐inoculated old mice (DC^Old‐LP^). We observed a significant decline in the display of the MHCII and co‐stimulatory molecules CD80, CD86, and CD40 (Figure 3g, h and Figure S3d) and an increase in co‐inhibitory molecule Tim‐3 (Figure S3d, lower panel) on DC^Old‐LP^ compared to DC^Old^. LP plays a critical role in regulating immune response by modulating the expression of anti‐inflammatory cytokines such as IL‐10 and TGF‐β (Lamubol et al., 2021). Once we had the evidence of phenotypic restoration, we intended to investigate the LP modulation on secretory components of old DCs. We detected a significant reduction in pro‐inflammatory cytokines (IL‐6, TNF‐α, IL‐12, IFN‐γ, IL1‐β, and IL‐17) and an increase in anti‐inflammatory cytokines (IL‐2, IL‐10, TGF‐β, IL‐4) in the CD4^+^ T cell: DC^Old‐LP^ co‐culture in comparison with DC^Old^ (Figure S3e). These results were further validated by transcript‐level analysis. Concurrently, significantly decreased transcript levels of pro‐inflammatory cytokines (*Il‐6*, *Il‐12*, *Il‐23*, *Il1b, Tnfa*) and increased transcripts of anti‐inflammatory cytokines (*Il‐10* and *Tgfb*) (Figure S3f) genes were observed in DC^Old‐LP^. Intriguingly, our observation further got strengthened with the results showing upregulation in the transcript levels of *Irf4*, *Irf8*, *Pdl1*, *Pdl2*, *Btla4*, and *Aldh2* tolerogenic genes in DC^Old‐LP^ (Figure S3g). Next, we checked the effect of LP on functional properties of DCs and assessed the phagocytic capacity of replenished DC^Old‐LP^, an increase in phagocytosis of dextran‐FITC and apoptotic Jurkat cells in old‐LP BMDCs was observed (Figure 3i and Figure S3h).

### 2.6 *Lactobacillus plantarum* modulates the tolerogenic regulatory program of old DCs by metabolic rewiring and downregulation of NF‐κB pathway

*Lactobacillus plantarum* has been shown to modulate NF‐κB mediated inflammatory pathway in the model of colitis (Yu et al., 2020) and bacterial pathogenesis (K. Li et al., 2022). Hence, we revisited NF‐κB signaling and metabolic pathways involved in the loss of tolerogenic properties of old‐DCs to evaluate the potential of LP for restoration of tolerance. Replenishing the gut of old mice with LP significantly reduced the phosphorylation of p65 in DC^Old‐LP^ as evident from the Western blot and flow cytometry compared to DC^Old^ (Figure 4a, b), with a concomitant decline in *RelA* expression in LPS‐stimulated DC^Old‐LP^ compared to DC^Old^ while their level was comparable with DC^Young^ (Figure 4b, right panel). Next, we intended to examine the impact of LP replenishment in regulating DC‐mediated T‐cell proliferation through attenuation of NF‐κB signaling. We used NF‐κB inhibitor JSH‐23 (Wu & Li, 2012) to block its translocation in the nucleus, and parallelly supernatant of DC^Young^ with attenuated NF‐κB signaling was used (shown in Figure 2i) in further experiments. We observed significant inhibition of both syngeneic and allogeneic CD4^+^ T‐cell proliferation in DC^old‐LP^, DC^Old^ with JSH‐23, and DC^Old^ co‐culture suspended in DC^Young^ cell‐free supernatant compared to DC^Old^ (Figure 4c). Additionally, a significant alleviation in Tregs conversion with NF‐κB attenuation was noticed (Figure 4d). These results confirmed our led hypothesis that the age‐mediated tolerogenic defect of old DCs emanates from secretory factors in the microenvironment. Our experimental evidence shows that the pro‐inflammatory microenvironment is the driving factor of deregulated NF‐κB pathway in old DCs. Upon correction of the microenvironment with young DCs supernatant, tolerogenic properties can be restored.

**FIGURE 4:**
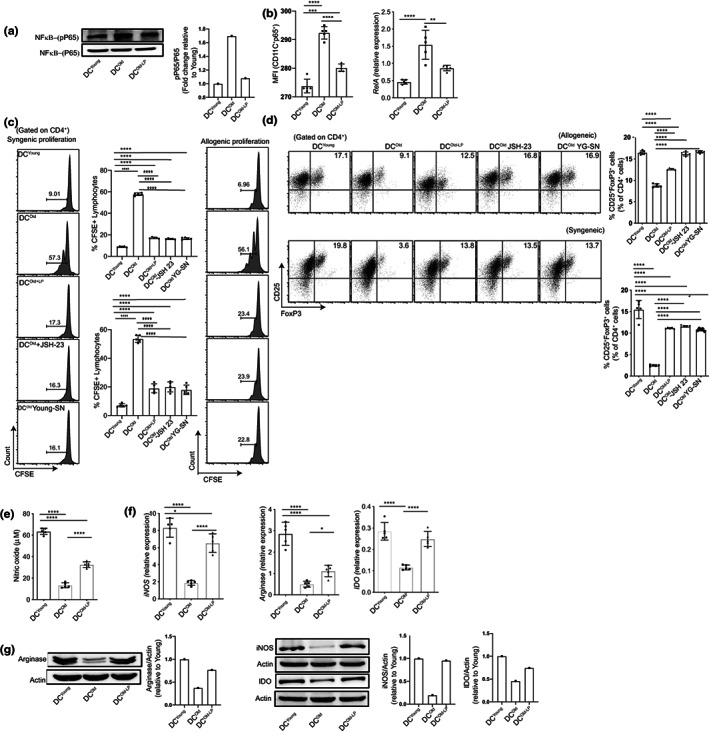
Replenishment of the gut of old mice with *Lactobacillus plantarum* reinstates the tolerogenic and metabolic function of old DCs with downregulation of the NF‐kB pathway. Evaluation of LPS‐stimulated DC^Young^, DC^Old^, and DC^Old‐LP^ for NF‐kB pathway activation, metabolic gene modulation and their functional properties; (a) representative Western blot and protein level quantification of phospho‐p65 in DCs lysate; (b) bar graph representation of the frequency of phospho‐p65^+^ DCs through flow cytometry and relative expression of p65 encoding gene *RelA* through qRT‐PCR; (c) representative histogram and frequency of proliferative CD4^+^ T cells in syngeneic and allogeneic setup; (d) representative dot plots and frequency of Tregs (CD25^+^FoxP3^+^) gated on CD4^+^ T cells in different groups with allogeneic and syngeneic setup; (e) quantification for the concentration of NO released by LPS‐stimulated DCs in SN as determined by the Griess method; (f) relative gene expression of *iNOS*, *arginase1*, and *Ido1* evaluated by qRT‐PCR; (g) representative Western blot and quantification of iNOS, IDO, and arginase1 at the protein level. Data (mean ± SD) are of 5 animals, with each point in the bar graph representing one animal, *n* = 5 except (a, g) data representing one independent experiment. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. One‐way ANOVA followed by Tukey's multiple comparison test was performed for statistical analysis.

We further substantiated our results by examining metabolic moieties responsible for tolerogenic behavior of DCs. DC^old‐LP^ exhibited a significant increase in the secretion of NO (Figure 4e) with elevated expression of *iNOS*, *arginase1*, and *Ido* genes as compared to DC^old^ (Figure 4f). We further confirm their increase at protein levels by Western blotting (Figure 4g). Dendritic cells that exhibit tolerogenic behavior normally engage in the mitochondrial OXPHOS for energy. After activation, they become immunogenic and switch towards glycolysis, akin to Warburg metabolism (Krawczyk et al., 2010). Accordingly, we found it a factor of relevance whether LP replenishment is also modulating the same. Additionally, glucose uptake and associated transporter molecules could be the related factors, that directly regulate this process (Cho et al., 2017). Hence, we monitored 2‐NBDG (2‐(N‐(7‐Nitrobenz‐2‐oxa‐1,3‐diazol‐4‐yl) Amino)‐2‐Deoxyglucose) uptake in both BMCs and BMDCs by flow cytometry. A significant reduction in 2‐NBDG uptake was observed in both DC^Young^ and DC^Old‐LP^ in comparison with DC^Old^ and DC^Dysbiotic^ (Figure S4). Further, we evaluated the expression of the *Slc2a1* gene, encoding GLUT1, a known glucose transporter, and observed lesser expression in DC^Old‐LP^ (Figure S4c). These results suggest that LP fixes the metabolic network to promote tolerance in DC^Old‐LP^. These results suggest that administration of LP in the gut not only restores the phenotype and the features of DC^Old^ but also reinvigorates their functional properties to the level of DC^Young^.

### 2.7 *Lactobacillus plantarum* modulates aged DCs by enhancing their migratory and regulatory function

The regulatory role of DCs depends on their ability to migrate to the draining lymph nodes to activate T cells (Hadeiba et al., 2008). CCR7 and CCR9 are important migratory molecules present on the DC surface, driving their trafficking in the skin and gut, respectively, to induce tolerance (Ohl et al., 2004; Pathak et al., 2020). Therefore, we studied the expression of these molecules and DC migration in vivo. A significant decline in the expression of both CCR7 and CCR9 was observed on DC^Dysbiotic^ and DC^Old^ compared to DC^Young^; however, their expression was restored significantly upon LP administration on DC^Old‐LP^ (Figure 5a, b). Next, we checked the migratory capacities of adoptively transferred DCs from all four groups in old mice in the spleen, mesenteric lymph nodes (mLN), and Peyer's patches (PP). In the same group of mice, the regulatory functions of these migrated DCs were evaluated by analyzing the Tregs induction. We observed a significant decrease in the migratory ability of DC^Old^ and DC^Dysbiotic^ compared to DC^Young^, while restoration of migration was observed upon LP administration in all three examined organs: spleen, mLN, and PP (Figure 5c). Likewise, shrinkage in the pool of Tregs was detected which was reinvigorated in the LP‐inoculated old animals (Figure 5d). Our results showed that DC^Young^ is a potent inducer of Tregs in all three organs (spleen, mLN, and PP) under inflammatory conditions (old recipient), whereas DC^Dysbiotic^ and DC^Old^ significantly lose their Tregs induction potential compared to young DCs. These experiments suggest that due to the enhanced migratory ability, DC^Young^ and DC^Old‐LP^ induced Tregs differentiation and thereby induced tolerance.

**FIGURE 5:**
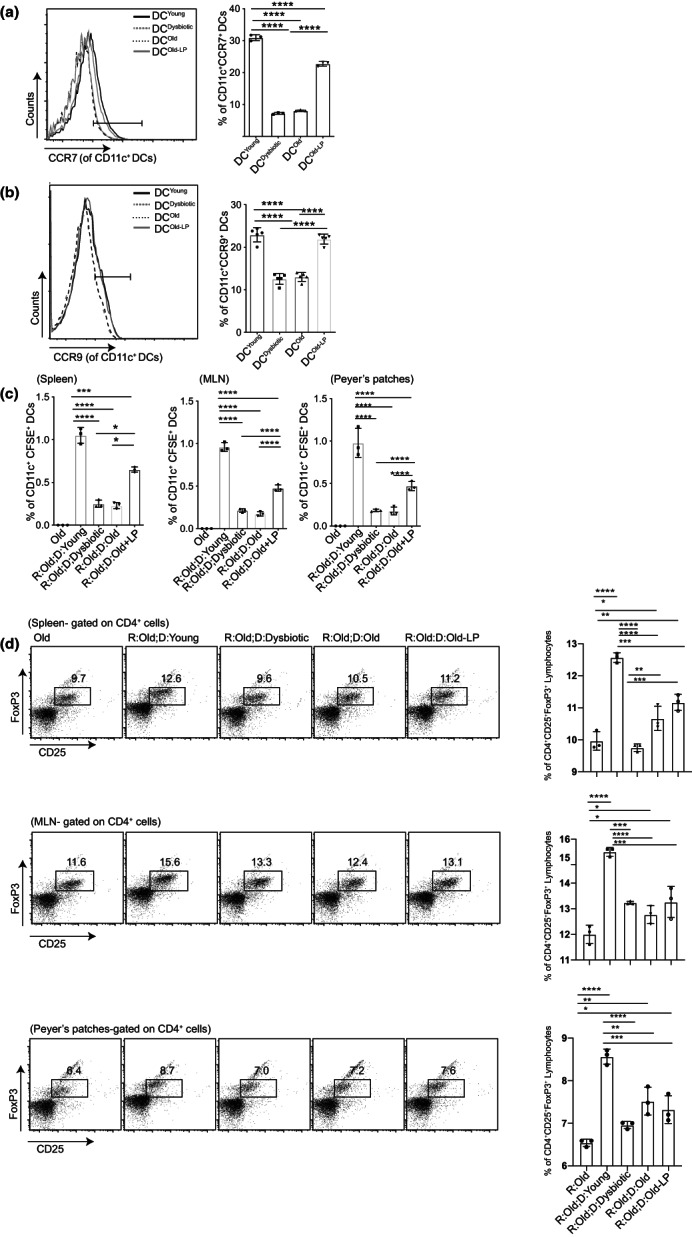
*Lactobacillus plantarum* reinvigorates the migratory and regulatory function of Old‐ DCs. LPS‐stimulated DC^Young^, DC^Dysbiotic^, DC^Old^, and DC^Old‐LP^ were estimated for in‐vitro estimation of migratory markers. Representative histogram and frequency of (a) CCR7^+^ CD11c^+^ cells; (b) CCR9^+^ CD11c^+^ cells through flow cytometry. Estimation of in vivo migration and Tregs inducing capacity of adoptively transferred LPS‐stimulated DC^Young^, DC^Dysbiotic^, DC^Old^, and DC^Old‐LP^; (c) bar graph representation of the frequency of CFSE^+^ CD11c^+^ (R: Recipient, D: donor), and (d) representative dot plot and bar graph representation of CD25^+^Fox P3^+^Tregs (gated on CD4 cells) in the spleen, MLN and Peyer's patches. Data (mean ± SD) are of 3 animals, with each point in the bar graph representing one mouse (*n* = 3/group). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical analysis was done by one‐way ANOVA and Tukey's multiple comparison test.

### 2.8 *Lactobacillus plantarum* modulates the age‐associated gene expression profile of DC^Old^ and directs them towards a tolerogenic phenotype

*Lactobacillus* influence the physiology of their hosts by diverse mechanisms, specifically by interacting with the immune system and play an imperative role in the development and maintenance of the same (Kemgang et al., 2014; van Baarlen et al., 2009). To unravel the molecular mechanism of LP‐mediated immunomodulation, we performed the global transcriptomic profiling of DC^Young^, DC^Old^, DC^Dysbiotic^, and DC^Old‐LP^ groups. 

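Gene expression was measured on 12 single-colour Agilent mouse arrays, 3 each for DC Young, DC Dysbiotic, DC Old and DC Old‐LP. Each array carried RNA of bone marrow‐derived DCs from a pool of 3 mice, stimulated with LPS at 1 μg/mL for 24 h. LPS is a bacterial cell wall component that matures DCs. DC Dysbiotic came from young mice given antibiotics for 21 days and DC Old‐LP from old mice given LP for 21 days. The results section gives ages of 2 to 4 months for young and 20 to 22 months for old mice, the methods section gives 2 to 3 and 22 to 24 months, and the sample labels give 2 and 24 months. On such an array, RNA carrying a fluorescent dye binds to spots of DNA probes, and the brightness of a spot measures the amount of the transcript. The authors deposited the intensity of every spot as read by the scanner software, with background subtracted and without normalization between arrays. Here, log2 of this intensity was quantile normalized over the 12 arrays, as the methods section states, which gives every array the same distribution of values. Control spots were left out, 1068 outlier spots were set to missing, and spots with the same probe were averaged, which left 56605 probes. Of these, 35405 were matched through their accessions to 24232 gene symbols. A linear model with 1 mean per group was fitted to each probe over all arrays with limma. A DE feature was a probe with a Benjamini‐Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5. Where no array of a group was well above background, the fold is given as a lower bound, at least N‐fold, taken against the lowest signal called well above background on each of its arrays.
The arrays lay on 3 slides. The first slide held replicates A and B of every group, the second slide held replicate C of DC Young and DC Dysbiotic, and the third slide held replicate C of DC Old and DC Old‐LP. Between 61.2 and 66.4% of spots were well above background on the A and B arrays, and between 37.3 and 46.0% on the C arrays. The 75th percentile of the intensity was 176 to 910 (median 819) for DC Young, 249 to 1194 (median 776) for DC Dysbiotic, 87.8 to 852 (median 670) for DC Old and 119 to 1172 (median 844) for DC Old‐LP, lowest on the C array in each group. In a principal component analysis, the first component held 54.9% of the variance and parted the C arrays (127 to 252) from the A and B arrays (-96.0 to -77.7). The second component held 13.7%. On the first slide, it parted DC Young and DC Old‐LP (-19.4 to -7.00) from DC Dysbiotic and DC Old (20.7 to 33.2). On the C arrays it was -66.7 for DC Young, -27.6 for DC Dysbiotic, 163 for DC Old and -123 for DC Old‐LP. Deviations from the group means were correlated across probes between arrays of different groups with the same letter (median r 0.511 for A, 0.483 for B and 0.616 for C), and between A and B (median 0.517), but negatively between A and C (median -0.569). The differences between A and B had a median r of 0.0125 between groups (-0.125 to 0.137), so the letters set C apart but did not pair A with A or B with B. The letter and the slide were therefore also tried as blocks in the model. A and B of a group were counted as separate arrays, as labelled. Whether they come from separate pools is not settled by these values, and if they do not, the errors given here are too small. The number of arrays limits the precision of every value.

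**Figure D1:**
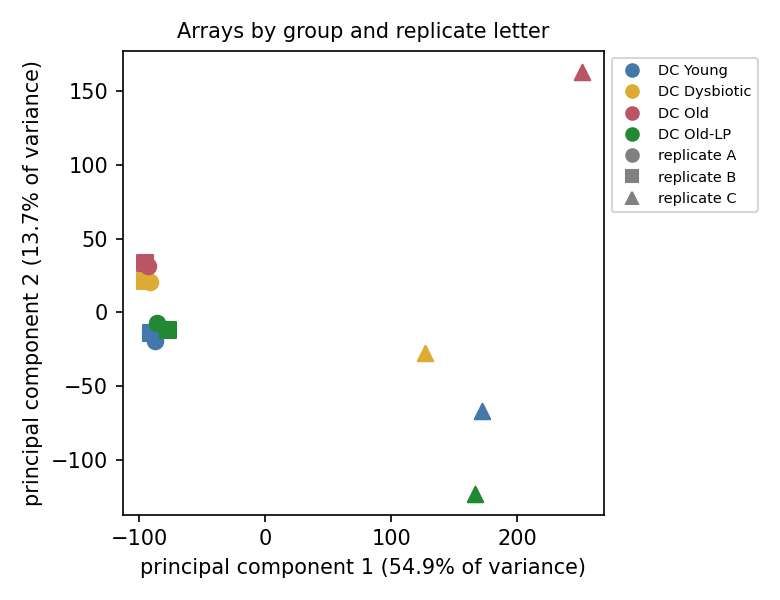
First and second principal components of the normalized log2 signals of the 12 arrays, in percent of variance. Each point is an array, with the group as colour and the replicate letter as shape; the C arrays lie at 127 to 252 on the first component and the others at -96.0 to -77.7.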

The differential gene expression analysis was filtered by logFC cutoff of 0.5 and a significant *p* value cutoff threshold of <0.05. Our data revealed a contrasting similarity between DC^Dysbiotic^ with DC^Old^ and DC^Young^ with DC^Old‐LP^ as depicted in volcano plots (Figure S5a). 

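The changes of DC Old and of DC Dysbiotic against DC Young were compared across probes, and 4 such relations were computed. Probes are not independent replicates, so the errors come from leaving out arrays in turn (jackknife). The fits without each of the 12 arrays were taken around a common mean, without regard to the groups, so these errors are rough. The log2 fold changes of DC Old and DC Dysbiotic against DC Young had a Pearson's r of 0.667 (SE 0.303) over all probes and of 0.822 over the 18664 probes well above background on every array. Both comparisons share the DC Young arrays. In 50 simulations of unchanged groups, with random mixtures of the fit's residuals as noise, r had a median of 0.484 and ranged from -0.664 to 0.949, which includes the observed value. The changes of DC Old against DC Young and of DC Dysbiotic against DC Old‐LP share no array and had an r of 0.387 (SE 0.224), and 0.728 over the bright probes. The simulated median of this r was -0.0461, with a range of -0.960 to 0.939. With the letters taken out of the residuals, the simulated medians of these r were 0.687, above the observed 0.667, and 0.180. Their ranges were -0.559 to 0.977 and -0.733 to 0.832. Without that step, the random mixtures spread the shift of the C arrays over all arrays, while in the data it lay on replicate C of each group. Those simulated ranges may thus be wider than this design gives, and do not settle what chance gives here. Within the first slide, r was 0.846 for the pair of comparisons with DC Young and 0.651 for the pair without shared arrays. Within the C arrays the values were 0.375 and -0.0360, so the second relation did not hold there. Of the 358 probes that were DE features in DC Old or DC Dysbiotic against DC Young, 99.7% changed in the same direction in both, compared with a simulated median of 90.4% (range 2.23 to 100%), and of 98.9% with the letters taken out. Within the first slide and within the C arrays this share was 99.4%, and it was 100% for the 139 of these probes that were well above background on every array. The changes of DC Old‐LP and DC Old against DC Young had an r of 0.363 over all probes and of 0.282 over the bright probes. These comparisons also share the DC Young arrays, which can give a positive r without an effect, and no value was simulated for this pair.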

Maximum significantly differentially expressed (DE) features were observed between DC^Young^ and DC^Old^ pair (1673), and importantly least DE features were obtained among DC^Young^ and DC^Old‐LP^pair (19), DC^Old‐LP^ exhibit intermediate significant DE features when compared with DC^Old^ (1478) and DC^Dysbiotic^(839), which suggests that LP replenishment rewires the transcriptome profile of old‐LP DCs. 

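Without a block in the model, 351 probes were DE features between DC Old and DC Young, with 254 higher and 97 lower in DC Old, and 246 named genes among them. DC Old‐LP differed from DC Old in 197 features (68 higher and 129 lower in DC Old‐LP) and from DC Dysbiotic in 92 (3 higher and 89 lower). DC Dysbiotic differed from DC Young in 195 (187 higher and 8 lower). Between DC Old‐LP and DC Young, limma gave 0 DE features, with a smallest adjusted p of 0.127, while 632 probes passed with an unadjusted p of at most 0.05 and the same fold change threshold. The unadjusted counts were 3396 for DC Old against DC Young, 3280 for DC Old‐LP against DC Old, 2181 for DC Dysbiotic against DC Young and 1869 for DC Old‐LP against DC Dysbiotic. With the replicate letter as a block, the counts were 1233 for DC Old against DC Young, 935 for DC Old‐LP against DC Old, 557 for DC Dysbiotic against DC Young, 333 for DC Old‐LP against DC Dysbiotic and 1 for DC Old‐LP against DC Young. With the slide as a block they were 1528, 1860, 1156, 412 and 1 in the same order, so that DC Old‐LP against DC Old then had the most features. The fit with the letter included every feature of the fit without a block in these comparisons. The share of features higher in DC Old than in DC Young was 72.4% without a block, 55.1% with the letter and 52.8% with the slide. At an unadjusted p it was 48.0%, so that falls were then more frequent. For DC Dysbiotic against DC Young the share higher in DC Dysbiotic was 95.9% without a block, 82.9% with the letter and 72.0% with the slide. For DC Old‐LP against DC Old the share higher in DC Old‐LP was 34.5, 47.4 and 53.3%, so that the more frequent direction changed with the slide as a block, as it did at an unadjusted p (53.4%). A fit to the arrays of the compared groups alone gave 19 features for DC Old against DC Young, 0 for DC Old‐LP against DC Old, 139 for DC Dysbiotic against DC Young and 28 for DC Old‐LP against DC Dysbiotic. Without DC Old replicate C, 590 features differed between DC Old and DC Young, 424 between DC Old‐LP and DC Old, and 8 between DC Old‐LP and DC Young. On simulated data with 200 changed probes and independent noise on each array, the same steps recovered 0% of changes of 1 on the log2 scale, 28% of changes of 2 and 50.5% of changes of 3. Of the calls, 3.45% were false at changes of 2 and 9.01% at changes of 3. In the data, the shift of the C arrays is shared between groups, so these shares may not hold for them. From the order of the counts it gives, with the most between DC Young and DC Old and the fewest between DC Young and DC Old‐LP, the paper proposes that LP reshapes the transcriptome of DC Old‐LP.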

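The DE features of the 6 comparisons were intersected, and 372 probes were a DE feature in at least 1 of them. Of these, 188 changed against DC Young in both DC Old and DC Dysbiotic, and all 188 in the same direction. The comparisons of DC Old with DC Young and of DC Old‐LP with DC Old shared 183 probes, of which 0 had the same sign in both. The comparisons of DC Dysbiotic with DC Young and of DC Old‐LP with DC Dysbiotic shared 88 probes. All 4 of these comparisons shared 84 probes, and 92 probes were DE features between DC Old and DC Young only. These comparisons share arrays, and in 50 simulations with DC Dysbiotic drawn like DC Young and DC Old‐LP drawn like DC Old, the first intersection had a median of 0 probes and a highest value of 14230, and the second had 0 in every simulation.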

The intersection of differentially expressed gene sets is represented as an UpSet plot (Marwah et al., 2019) which infers overall larger variation among DC^Young^ with DC^Old^ and DC^Dysbiotic^ groups while there was little variation with DC^Old‐LP^. Similar observations were made for the comparison of DC^Old^ with DC^Dysbiotic^ (Figure 6a). 

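Between DC Old and DC Dysbiotic, 1 DE feature was found, a probe for the chemokine gene *Ccl1*, with a log2 fold change of -4.29 in DC Old against DC Dysbiotic (SE 0.357, adjusted p = 0.0150). The probe was well above background on 11 of the 12 arrays. At an unadjusted p of at most 0.05, 864 probes passed. The counts were 1 with either block, and 0 with normexp background correction, with the log2 table of the authors and in the fit to DC Old and DC Dysbiotic alone. With each array left out, *Ccl1* lost its call in 8 of 12 fits, in 1 of which another probe passed. *Rab6b* was at least 4.04‐fold lower in DC Old than in DC Dysbiotic and had an adjusted p of 0.0523. *Ccl1* is among the genes with the largest changes in other comparisons, but was named here after its values were seen. Across probes, the changes between DC Old and DC Dysbiotic on the A and B arrays had an r of 0.203 with those on the C arrays.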

On further analysis differentially expressed genes were grouped under three broad categories of immune response, metabolism, and cell cycle‐DNA repair pathways (Figure 6b and Figure S5b). Tolerogenic genes such as *Tgfb*, *Lag3*, *Irf4*, *Irf8*, and *Aldh1a2* were found upregulated in DC^Old‐LP^, and similar patterns were observed for metabolic genes with significant fold change in DC^Old^ versus DC^Old‐LP^ with upregulation of genes encoding immune tolerance enzymes as Ido1, *CD38*, and *NOS2* with least fold difference in DC^Young^ versus DC^Old‐LP^ (Figure 6b). Furthermore, in the case of DNA damage‐associated genes, most of them showed increased fold change expression in DC^Young^ and DC^Old‐LP^ compared to DC^Old^ such as *Cdc20*, *Cdk2*, *Pik4*, *Pik2*, and *Parp* group of genes 1, 3, 4, and 11 having an important role in the recovery of cells from DNA damage (Figure S5). 

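The paper's *Tgfb* was taken as *Tgfb1*, *Tgfb2* and *Tgfb3*, which with the other genes named here gave 10. Each was read at the probe with the highest mean signal. In DC Old‐LP against DC Old, 9 of the 10 were higher, with log2 fold changes of -0.29 to 1.25, and the tally was 9 of 10 under every scaling tried. In DC Old against DC Young, 9 of 10 were lower, again under every scaling. *Lag3* was the DE feature of the list. Its normalized log2 signal was 7.94 ± 0.20 (SD, n = 3) in DC Young, 6.27 ± 0.13 in DC Old and 7.53 ± 0.15 in DC Old‐LP. It fell in DC Old against DC Young by 1.66 on the log2 scale (SE 0.214, adjusted p = 0.00789) and had a log2 fold change of 1.25 in DC Old‐LP against DC Old (adjusted p = 0.0471), with no overlap between the arrays of the groups. At its other probe the log2 fold changes were -1.75 (adjusted p = 0.0766) and 0.77 (adjusted p = 0.888). The *Lag3* rise in DC Old‐LP lost its call with the 75th percentile shift, normexp, the log2 table of the authors, averaged probes, an intensity trend and a fit to DC Old‐LP and DC Old alone, and with each array left out in turn except DC Old replicate C. Its fall in DC Old lost its call in the fit to DC Old and DC Young alone and without DC Young replicate B. In DC Old‐LP against DC Young, *Lag3* had a log2 fold change of -0.41. Adjusted over the list alone, *Lag3* and *Tgfb2* passed in DC Old‐LP against DC Old and in DC Old against DC Young. The study chose this list on these samples, so this count is not independent evidence. In DC Old‐LP against DC Old, the log2 fold changes were 1.11 for *Tgfb2*, 0.63 for *Tgfb3*, 0.37 for *Irf4* and *Irf8*, 0.86 for *Aldh1a2*, 0.48 for *Ido1*, 0.57 for *Cd38* and 0.08 for *Nos2*. *Aldh1a2* was 13.10 ± 0.15 in DC Old‐LP and 12.24 ± 1.03 in DC Old, so that the difference was below the spread in DC Old. In DC Old‐LP against DC Young, 6 of the 10 were lower, between -0.41 and 0.27, with 0 past limma's adjusted threshold and 0 at an unadjusted p. A set test on the list (camera, which compares the listed genes with all other genes) gave a mean log2 fold change of 0.54 in DC Old‐LP against DC Old with an FDR of 0.00161. The rotation test fry gave an FDR of 0.193. The limit on the count holds for these set tests as well, since the list was chosen on the same samples. Of 96 tests of 16 lists in 6 comparisons, 26 passed an FDR of 0.05 with camera. With fry, 9 of these held, for the megakaryocyte and erythroid, proliferation and interferon response lists in some of the comparisons, and 2 held with an estimated correlation between genes, both for the megakaryocyte and erythroid list.

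**Figure D2:**
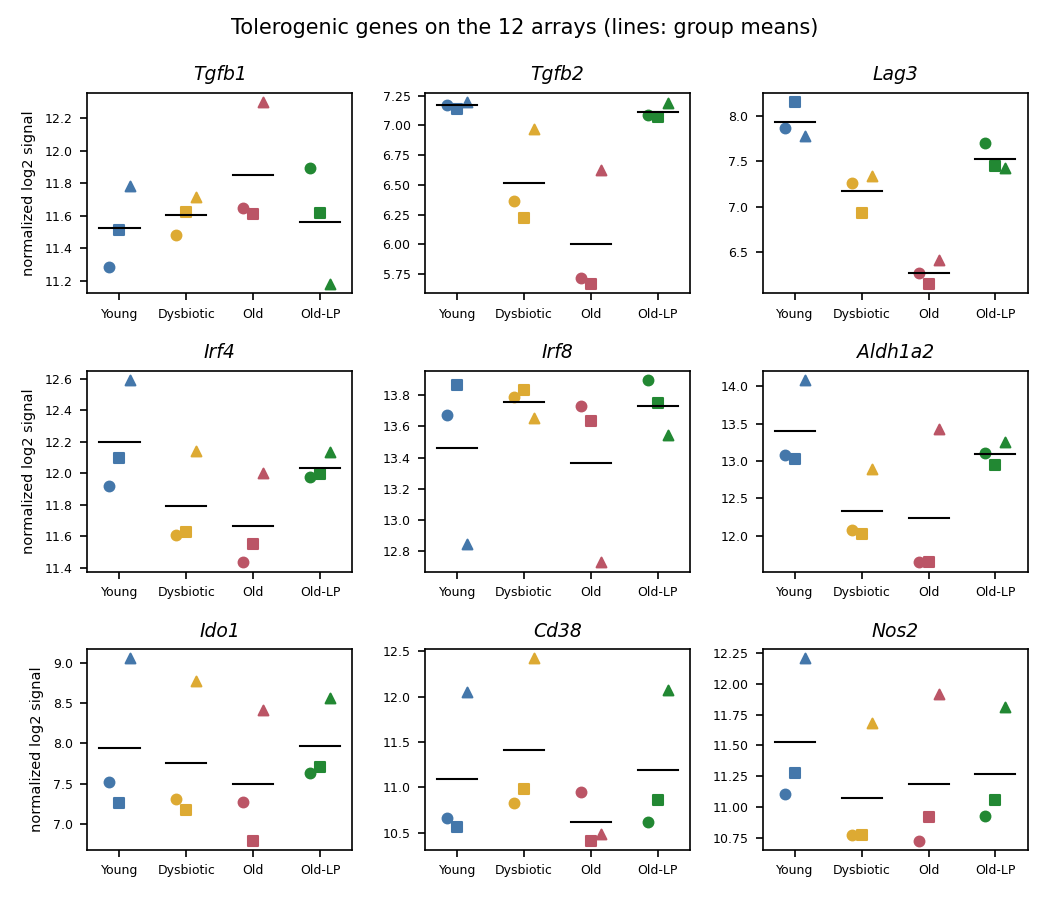
Normalized log2 signal of 9 of the named genes on each of the 12 arrays, by group (circle, replicate A; square, replicate B; triangle, replicate C; line, group mean). *Lag3* lies at 6.27 in DC Old and 7.53 in DC Old‐LP on average, and its arrays do not overlap between these groups.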

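The 8 genes of this statement were measured, with *Pik4* and *Pik2* read as *Plk4* and *Plk2*, the symbols in Figure S5b. Lower in DC Old than in DC Young were 7 of the 8, between -1.05 and 0.43 on the log2 scale, and in DC Old‐LP against DC Old, 7 of the 8 were higher, between -0.21 and 1.00. Both tallies were the same under every scaling. *Parp1* went the other way, with log2 fold changes of 0.43 and -0.21. None of the 8 was a DE feature in limma's fit in either comparison, and 1 passed at an unadjusted p in each. *Plk4* passed when adjusted over the list alone, which is not independent evidence. Its normalized log2 signal was 6.99 ± 0.18 (SD, n = 3) in DC Young, 6.17 ± 0.19 in DC Old and 7.17 ± 0.27 in DC Old‐LP. The log2 fold change was -0.82 in DC Old against DC Young (SE 0.225, adjusted p = 0.259) and 1.00 in DC Old‐LP against DC Old (adjusted p = 0.145). With either block, *Plk4* was a DE feature in DC Old‐LP against DC Old, and *Parp3* in both comparisons. *Parp3* had a log2 fold change of -1.05 in DC Old against DC Young and of 0.83 in DC Old‐LP against DC Old without a block. These values are from the brightest probes. At its other probes, *Plk4* had -0.28 and -0.80 in DC Old against DC Young, and 0.26 and 0.06 in DC Old‐LP against DC Old. The other probes of *Parp3* had -0.33 and -0.39 in DC Old against DC Young, and 0.42 and 0.48 in DC Old‐LP against DC Old. The values of DC Old‐LP against DC Old were 0.48 for *Cdc20*, 0.67 for *Cdk2*, 0.57 for *Plk2*, 0.70 for *Parp4* and 0.40 for *Parp11*. The list had a mean log2 fold change of 0.55 in DC Old‐LP against DC Old (camera FDR 0.0220) and of -0.48 in DC Old against DC Young (FDR 0.0511). The former no longer passed in 3 of 12 fits with an array left out, and the study chose the list on these samples, so the FDR is not independent evidence either. A list of 35 proliferation genes without the genes shown by the study had a mean of -0.83 in DC Old against DC Young (FDR 2.83e-14), with 2 of 35 higher. It had a mean of -0.44 in DC Dysbiotic against DC Young (FDR 7.04e-07), with 3 of 35 higher, and of 0.86 in DC Old‐LP against DC Old (FDR 8.60e-15), with 34 of 35 higher. With fry it held in DC Old and in DC Old‐LP (FDR 0.0217 for both) but not in DC Dysbiotic (0.193), and with an estimated correlation in none of them (0.0578, 0.0578 and 0.173).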

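The transcripts of cytokines and of genes with a part in inflammation were measured on the same arrays. The log2 fold changes in DC Old against DC Young were 1.97 for *Il12a* (SE 0.386, adjusted p = 0.0613), -0.52 for *Il12b*, which encodes the other subunit of IL‐12 (adjusted p = 1.00), 0.91 for *Il1b* (adjusted p = 0.868) and 0.37 for *Il6*. *Tnf* had a log2 fold change of 0.01, which was -0.04 with normexp, and *Il10* had 1.93 with an SE of 1.11. In DC Old‐LP against DC Old, the values were -1.88 for *Il12a* (adjusted p = 0.104), 0.35 for *Il12b*, -0.35 for *Il1b*, 0.26 for *Il6* and -0.81 for *Il10*. *Il23a* was not above background on any array. *Il12a* became a DE feature in DC Old against DC Young with either block, normexp, the log2 table of the authors, the background filter and averaged probes, and without replicate C of DC Young or of DC Old. In DC Old‐LP against DC Old it became one with the slide as a block (adjusted p = 0.0204), normexp and the background filter, and without DC Young replicate C. *Pdcd1lg2*, which encodes the inhibitory ligand PD‐L2, was a DE feature in both comparisons. Its normalized log2 signal was 12.32 ± 0.44 (SD, n = 3) in DC Young, 10.63 ± 0.09 in DC Old and 12.26 ± 0.43 in DC Old‐LP, with log2 fold changes of -1.69 in DC Old against DC Young (SE 0.283, adjusted p = 0.0272) and 1.64 in DC Old‐LP against DC Old (adjusted p = 0.0495). Neither call held in the fit to the compared groups alone. With each array left out in turn, the call was lost in 7 of 12 fits in DC Old against DC Young and in 10 of 12 in DC Old‐LP against DC Old, where it was also lost with the 75th percentile shift (adjusted p = 0.0900). A list of 14 interferon response genes had a mean log2 fold change of -0.30 in DC Old against DC Young (camera FDR 0.0403), with 5 of 14 higher, of -0.03 in DC Dysbiotic against DC Young (FDR 0.905), and of 0.33 in DC Old‐LP against DC Old (FDR 0.0260), with 9 of 14 higher. With each array left out, it no longer passed in 8 of 12 fits in DC Old against DC Young and in 4 of 12 in DC Old‐LP against DC Old.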

All these findings indicate the substantial role of aging and antibiotic‐mediated gut dysbiosis towards the generation of inflammatory phenotype, which interestingly resorted towards tolerogenic mode by replenishment of gut of old mice with LP.

**FIGURE 6:**
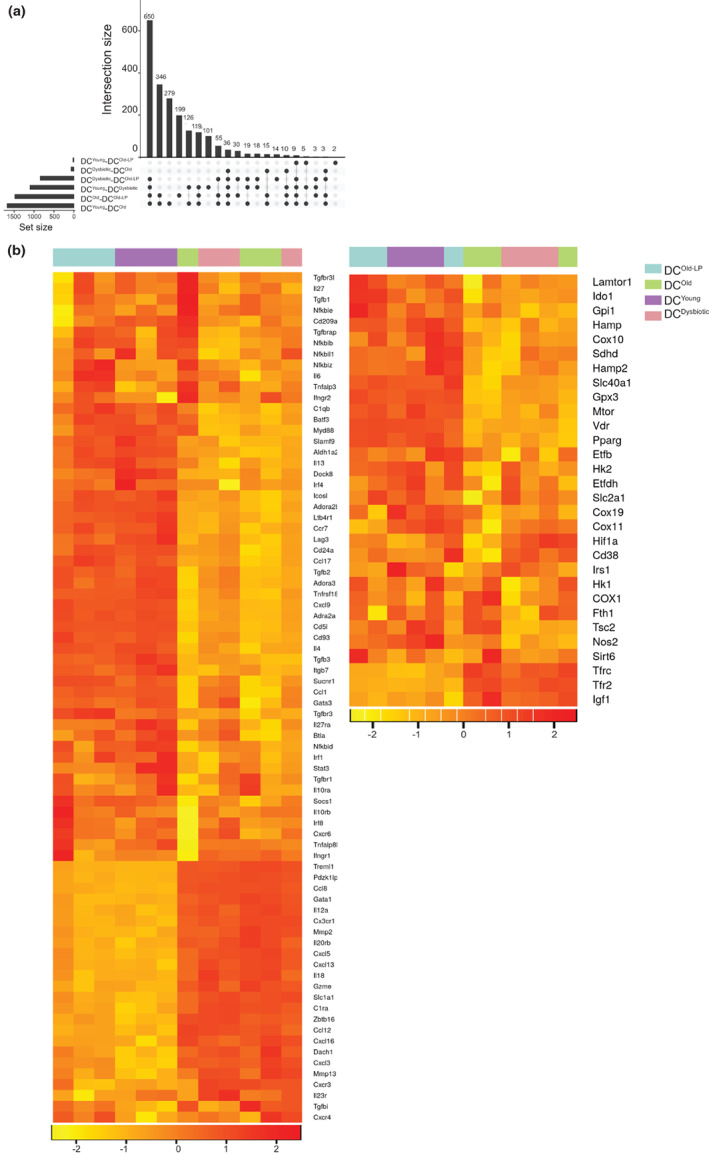
Inoculation of *Lactobacillus plantarum* into the gut of old mice modulates the transcriptomic gene profile. RNA was isolated from LPS‐stimulated DC^Old‐LP^, DC^Old^, DC^Dysbiotic^, and DC^Young^ for gene array profiling by Agilent GeneChips. Data analysis was done, and differential gene expression between the groups was compared. (a) UpSet plot representing the intersection between the sets of differentially expressed genes from various comparisons in the limma setup with a vertical bar plot reporting the intersection size, the dot plot was reporting the set participation in the intersection, and the horizontal bar plot reporting the set sizes. The heatmap (b) represents the differentially expressed features associated with the immune response (left panel), differentially expressed metabolism‐related features (right panel). Rows represent the features, and columns signify the samples. The ‘Color Key’ denotes the log‐transformed expression values. Data are from three independent sets, with each data set representing a pool of three animals (*n* = 3 mice/group).

## 3 DISCUSSION

Aging is an incessant and irrevocable physiological process accompanied by the phenotypic and functional changes of senescence. It results in chronic inflammation, the decline in functional immunity, and altered gut microbial composition. The gut microbiome profoundly influences human health and disease, and recently, gut dysbiosis has been connected with several chronic diseases viz. inflammation, neurodegenerative diseases, metabolic disorders, and cancer (Belkaid & Hand, 2014; Zheng, Fang, et al., 2020). However, the mechanism of age‐associated immune dysfunction through gut dysbiosis remains largely unexplored. Consequently, in the current study, we have tried to uncover the influence of aging on gut microbiota and its impact on DCs. Additionally, we explored the prospect of a key probiotic strain for restoring age‐mediated DC dysfunction.

Dendritic cells play an essential role in regulating immunity and tolerance by connecting innate and adaptive immune systems (Raker et al., 2015). Tolerogenic DCs maintain central and peripheral tolerance by regulation of optimum effector T cell and regulatory T‐cell responses (Hasegawa & Matsumoto, 2018). However, with age, the regulatory function of DCs is impaired. The current study explores the gut‐age axis by monitoring dysbiosis‐associated functional defects of dendritic cells (DCs). We did a comparative analysis of the gut microbiome of young animals with aged and gut‐disrupted young mice and simultaneously compared the DCs from all of them for their phenotypic characteristics and functional capacity. As compared to the young group (DC^Young^), the DCs generated from aged (DC^Old^) and young gut‐disrupted animals (DC^Dysbiotic^) exhibited the following differences: (i) loss of tolerance, as supported by upregulation in the level of pro‐inflammatory molecules IL‐6, IL‐1β, TNF‐α, IL‐12, IFN‐γ, NF‐κB, p65, RELA, and decline in the anti‐inflammatory moieties IL‐2, IL‐10, TGF‐β, IL‐4, IDO, arginase, NO, IRF‐4, IRF‐8 PDL1, BTLA4, and ALDH2; (ii) impaired functionality, as evinced by the failure to control the hyperactivation of T cells; (iii) inability to generate the optimum frequency of Tregs; (iv) contraction of *Lactobacillus* from the gut of the old and Abx treated young mice; and (v) replenishment of gut of old mice with *Lactobacillus plantarum* restored the tolerogenic phenotype and function of old DCs.

We observed that NF‐κB signaling was required for the homeostatic maturation and function of DC^Young^ while overactivation was observed in DC^Dysbiotic^ and DC^Old^. NF‐κB is a master regulator of inflammation, and its dysregulated activation is associated with several autoimmune, inflammatory pathogenesis (Barnabei et al., 2021) and aging (Adler et al., 2007). Over‐expression of NF‐κB subunit RelA/p65 induces a senescent phenotype in cultured cells, while the low level in the progeroid mouse model has been interrelated with the delay in age‐associated pathologies (Flores et al., 2017; Seitz et al., 2000). In agreement, we demonstrate that overt activation of NF‐κB in DC^Dysbiotic^ and DC^Old^ is due to increased phosphorylation of p65, interestingly, p65 phosphorylation decline in DC^Old‐LP^ on feeding the old animals with LP. We assume that the decline in phosphorylation of p65 in DC^Old‐LP^ is associated with secreted factors, as an inhibitor of p65 (JSH‐23) and supernatant of DC^Young^ culture show a similar effect on DC^Old^ for NF‐κB downregulation through p65 phosphorylation. Increased activation of NF‐κB was associated with the maturation status of old and dysbiotic DC. In comparison with DC^Young^ both DC^Dysbiotic^ and DC^Old^ exhibited heightened expression of co‐stimulatory and MHC molecules and decrease in the level of inhibitory molecules. Further, reduced phagocytosis was noticed, since DC^Dysbiotic^ and DC^Old^ poorly captured antigens and apoptotic bodies. Our findings further suggest that gut dysbiosis affects the tolerogenic properties of DC as enhanced CD4^+^ T‐cell proliferation, increased release of pro‐inflammatory cytokines and reduction in the pool of Tregs and the level of anti‐inflammatory cytokines were observed. Unregulated T‐cell proliferation upon aging has been linked previously to loss of DC tolerance (Agrawal & Gupta, 2011). Since, the secretion of anti‐inflammatory cytokines and reduced secretion of pro‐inflammatory cytokines by DC contribute to tolerance induction (Wakkach et al., 2003). We conclude that gut dysbiosis leads to the activation of NF‐κB signaling in DC and activates pro‐inflammatory phenotype conducive for CD4^+^ T‐cell activation. Interestingly, LP reconstitution restored the phenotype and functional properties of old DCs as evident by optimum expression of co‐stimulatory and MHCII expression on DC^Old‐LP^, improved phagocytic activity and controlled proliferation of CD4^+^ T cells.

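The genes with the largest changes between DC Old and DC Young were compared with their changes between DC Dysbiotic and DC Young. All 10 named here were DE features in DC Old against DC Young whose arrays did not overlap between the groups. *Hal*, which encodes a histidine ammonia lyase, had a normalized log2 signal of 12.34 ± 0.01 (SD, n = 3) in DC Old and 6.55 ± 0.40 in DC Young, a log2 fold change of 5.79 (SE 0.344). In DC Dysbiotic its log2 fold change was 5.39 (adjusted p = 0.000234). *Atp6v0e2* had 6.56 in DC Old (adjusted p = 0.000345) and 6.38 in DC Dysbiotic. *BC018473* was at least 53.7‐fold higher in DC Old than in DC Young, *BC023719* at least 13.4‐fold and *Olfr224* at least 10.6‐fold, and they were at least 47.0‐fold, 9.74‐fold and 10.7‐fold higher in DC Dysbiotic than in DC Young. No DC Young array was well above background for these 3 genes. *Ccl1* had 5.99 ± 0.31 in DC Old and 11.03 ± 0.19 in DC Young, a log2 fold change of -5.04. In DC Dysbiotic its log2 fold change was -0.75 with an adjusted p of 1.00. *Rab6b* was at least 10.6‐fold lower in DC Old than in DC Young, *Cxcl9* at least 13.1‐fold, *Gm26637* at least 9.37‐fold and *Gm34907* at least 8.06‐fold. Their log2 fold changes in DC Dysbiotic against DC Young were -1.40, -2.44, -2.25 and -2.01, with adjusted p of 0.558, 0.576, 0.255 and 0.102, so that none of the 5 falls passed in DC Dysbiotic. Whether the changes of these genes differ between DC Old and DC Dysbiotic was tested by the comparison of DC Old with DC Dysbiotic, in which *Ccl1* alone passed, with its call lost in 8 of 12 fits with an array left out. *Olfr224*, *Rab6b*, *Cxcl9*, *Gm26637* and *Gm34907* lost their call in the fit to DC Old and DC Young alone.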

Our analysis of the gene expression signature through global transcriptomic profiling of all four groups of DCs reveals a striking difference between DC^Young^ and DC^Old^ where the later is similar to DC^Dysbiotic^ for gene expression. 

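The DE features between DC Old and DC Young were followed into DC Old‐LP. All 351 of them changed in the opposite direction in DC Old‐LP against DC Old, with a median ratio of the log2 fold changes of -0.862 (jackknife SE 0.121), where -1 is a full return to DC Young. The DC Old arrays are shared by both comparisons. In 50 simulations with DC Old‐LP drawn like DC Old, 67.2% of as many probes had opposite signs at the median (range 42.5 to 89.2%), and the ratio had a median of -0.0817 (range -0.531 to 0.0228), so that both observed values lay outside these ranges. Among the 135 of them that were well above background on every array, 100% were opposite and the ratio was -0.878. Within the first slide the opposite share was 100% and the ratio -0.882. Within the C arrays they were 99.4% and -0.806. Across all probes the changes of DC Old against DC Young and of DC Old‐LP against DC Old had an r of -0.762. A negative r is expected from the shared arrays: it had a median of -0.497 in simulations of unchanged groups (range -0.977 to 0.744), which includes the observed value, and of -0.396 with DC Old‐LP drawn like DC Old (range -0.739 to 0.274). The range for unchanged groups may be wider than this design gives, since its noise spread the shift of the C arrays over all arrays. *Ccl1* had a log2 fold change of 4.81 in DC Old‐LP against DC Old (adjusted p = 0.00159), with 10.80 ± 0.19 (SD, n = 3) in DC Old‐LP, and of -0.23 in DC Old‐LP against DC Young. *Hal* fell in DC Old‐LP against DC Old by 3.28 on the log2 scale (adjusted p = 0.00623) and stayed above DC Young with a log2 fold change of 2.51 (adjusted p = 0.356). *BC018473* also stayed above DC Young, at least 5.55‐fold (adjusted p = 0.127). Against DC Old, *Rab6b* was at least 9.30‐fold higher in DC Old‐LP, *Cxcl9* at least 11.0‐fold, *Gm26637* at least 9.68‐fold and *5830444B04Rik* at least 5.84‐fold. *Mid1* fell by 4.13 at a probe well above background on 7 of the 12 arrays (adjusted p = 0.0179), *Atp6v0e2* by 3.57 and *Olfr224* by 3.44 on the log2 scale, and *Evc2* was at least 5.81‐fold lower. The brightest probe of *Mid1*, well above background on all 12 arrays, had -0.04 (adjusted p = 1.00), and the remaining probe, above background on 4 arrays, had -2.79 (adjusted p = 0.0159). None of these 10 passed in the fit to DC Old‐LP and DC Old alone, and *Cxcl9*, *Olfr224* and *Evc2* did not pass with the 75th percentile shift, nor *Cxcl9* with normexp.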

Interestingly, LP reconstituted old DC (DC^Old‐LP^) aligned with DC^Young^ in the molecular screening. A convincing repression of NF‐κB inhibitor genes was observed in both DC^Dysbiotic^ and DC^Old^ compared to DC^Young^. 

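The 8 genes of the NF‐κB inhibitor family measured here were *Nfkbia*, *Nfkbib*, *Nfkbid*, *Nfkbie*, *Nfkbiz*, *Nfkbil1*, *Bcl3* and *Tnfaip3*. The paper's text names no gene for this statement, so these may differ from the genes it meant. In DC Old against DC Young, 6 of the 8 were higher, with log2 fold changes of -0.07 to 0.85, and this tally was the same under every scaling. In DC Dysbiotic against DC Young, 6 of the 8 were higher, with -0.12 to 0.31, and 4 of the 8 with the 75th percentile shift, under which the median of all probes was -0.12 in this comparison. Limma called 0 of the 8 in either comparison, and 0 passed at an unadjusted p or when adjusted over the list alone. *Nfkbia*, which encodes IκBα, had a normalized log2 signal of 13.91 ± 0.37 (SD, n = 3) in DC Young, 14.23 ± 0.14 in DC Old and 14.11 ± 0.26 in DC Dysbiotic. The log2 fold changes of 0.32 and 0.20 (SE 0.245) were below the spread between the DC Young arrays. *Nfkbiz* had 7.91 ± 0.15 in DC Old and 7.06 ± 1.07 in DC Young. *Nfkbid* had a log2 fold change of 0.52 in DC Old against DC Young at its brightest probe, and -0.46 and 0.61 at its other probes. In DC Dysbiotic against DC Young it had 0.28 at its brightest probe, and -0.29 and 0.75 at the others. *Nfkbiz* had 0.31 there and -0.14 at its other probe, and in DC Old 0.85 and 0.28. *Nfkbib* had 0.11 in DC Old and -0.06 at its other probe, and in DC Dysbiotic -0.12 and -0.35. The tallies thus depend on the probe read. The mean of the list was 0.31 in DC Old (camera FDR 0.225) and 0.11 in DC Dysbiotic (FDR 0.712) against DC Young. Without DC Old replicate C, the value in DC Old was 0.053.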

Activation of NF‐κB genes coincided with the repression of *Tgfb* genes and receptors. 

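The genes of *Tgfb1*, *Tgfb2*, *Tgfb3*, the receptors *Tgfbr1*, *Tgfbr2* and *Tgfbr3*, and *Tgfbrap1* were measured as a list of 7. In DC Old against DC Young, 5 of the 7 were lower, with log2 fold changes of -1.17 to 0.33, and in DC Dysbiotic against DC Young, 4 of the 7, with -1.06 to 0.54. Both tallies were the same under every scaling. Limma called 0 of the 7 in either comparison, and 2 passed at an unadjusted p in each. *Tgfb2* had a log2 fold change of -1.17 in DC Old against DC Young (SE 0.298, adjusted p = 0.198), with 6.00 ± 0.54 (SD, n = 3) in DC Old and 7.17 ± 0.03 in DC Young, and passed when adjusted over the list alone, which is not independent evidence. In DC Dysbiotic its value was -0.65. *Tgfb3* had -0.92 in DC Old (adjusted p = 0.721) and -1.06 in DC Dysbiotic (adjusted p = 0.848). *Tgfb2* in DC Old became a DE feature with either block, with normexp and without DC Old replicate C (-1.48), and *Tgfb3* in DC Old with normexp (-0.66) and with the slide as a block (-1.05). In DC Dysbiotic, *Tgfb3* became one with the slide as a block (-1.06, adjusted p = 0.0199). The mean of the list was -0.30 in DC Old (camera FDR 0.225) and -0.21 in DC Dysbiotic (FDR 0.420) against DC Young. A list of 21 NF‐κB target genes, 6 of them in another list, had a mean log2 fold change of 0.16 in DC Old against DC Young (FDR 0.861), with 11 of 21 higher and a median of 0.01. The mean was -0.016 without DC Old replicate C. In DC Dysbiotic against DC Young the mean was 0.04 (FDR 0.747) while the median was -0.09 and the set test pointed down, and the mean was -0.01 with the 75th percentile shift.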

TGFβ has been linked with tolerogenic function in DC (Zhong et al., 2019), and transcriptional activation of *Smad7* in response to pro‐inflammatory cytokine stimulation through NF‐κB activation has been shown to suppress TGFβ/SMAD signaling (Bitzer et al., 2000). In our experimental settings, we have shown downregulation of *Tgfb* expression, and the corresponding decrease in TGFβ in the supernatant of DC^Old^ and DC^Dysbiotic^ CD4^+^ T‐cell co‐culture. Our transcriptomic profiling re‐confirmed our results; we observed downregulation of *Tgfb*, *Tgfb* receptors and associated receptors (Tgfb1, Tgfr3, and Tgfbrap1) in DC^Old^ and DC^Dysbiotic^ compared to DC^Young^. 

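The named genes were read at their brightest probes, and limma called none of them in DC Old or DC Dysbiotic against DC Young. *Tgfb1* had a normalized log2 signal of 11.53 ± 0.25 (SD, n = 3) in DC Young, 11.85 ± 0.39 in DC Old and 11.61 ± 0.12 in DC Dysbiotic, with log2 fold changes against DC Young of 0.33 and 0.08 (SE 0.277). The value in DC Dysbiotic was -0.03 when all probes of the gene were averaged, and -0.14 at its other probe. *Tgfbr3*, written Tgfr3 in the paper, had 7.86 ± 0.47 in DC Young, 7.55 ± 0.77 in DC Old and 7.57 ± 0.63 in DC Dysbiotic, with log2 fold changes of -0.31 and -0.29 (SE 0.467). *Tgfbrap1* had 10.43 ± 0.04 in DC Young, 10.38 ± 0.44 in DC Old and 10.13 ± 0.04 in DC Dysbiotic, with -0.05 and -0.30 (SE 0.266). The difference of *Tgfbrap1* in DC Dysbiotic was larger than the spread in DC Young and DC Dysbiotic but did not pass limma's test, whose error is pooled over all groups. *Tgfbr1* had -0.15 in DC Old and 0.24 in DC Dysbiotic against DC Young, the latter -0.24 when its probes were averaged, and *Tgfbr2* had 0.17 and 0.54.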

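In DC Old‐LP against DC Old, 4 of the 7 *Tgfb* and receptor genes were higher, under every scaling, with log2 fold changes of -0.29 to 1.11. *Tgfb1* was 11.56 ± 0.36 (SD, n = 3) in DC Old‐LP with a log2 fold change of -0.29 against DC Old, and *Tgfb2* was 7.12 ± 0.06 (adjusted p = 0.285). *Tgfb2* became a DE feature with either block and without DC Old replicate C (1.42). The values were 0.54 for *Tgfbr3*, 0.31 for *Tgfbr1*, -0.28 for *Tgfbr2* and -0.12 for *Tgfbrap1*. The list had a mean of 0.27 (camera FDR 0.370). Of the 8 NF‐κB inhibitor genes, 5 were higher in DC Old‐LP than in DC Old, and 4 with normexp or the log2 table of the authors, between -0.58 and 0.27, with a mean of -0.06 (FDR 0.936) and a median of 0.06. Without DC Old replicate C the mean was 0.20. Limma called 0 of them, and 0 passed at an unadjusted p. The 21 NF‐κB target genes had a mean of 0.25 in DC Old‐LP against DC Old (FDR 0.222), with 12 of 21 higher. Without DC Old replicate C the mean was 0.43 and the list passed (FDR 0.0142).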

LP reconstitution restores the TGFβ signaling by downregulating the NF‐κB activation.

The tolerogenic phenotype of DCs to induce T‐cell hypo‐responsiveness is orchestrated by a complex network of immunoregulatory molecules (Domogalla et al., 2017) and metabolic rewiring (Adamik et al., 2022). Transcription factors IRF4, IRF8, and BATF3 have been shown to promote tolerogenic phenotype of DCs by promoting Tregs generation through negative regulation of pro‐inflammatory cytokine transcription and induction of *Raldh*, *Pdl1*, and *Pdl2* expression (Vander Lugt et al., 2017), and prevention of inflammasome activation in splenic DCs (McDaniel et al., 2020). Likewise, we observed a downregulation in the expression of *Irf4*, *Irf8*, *Pdl1*, *Btla*, and *Aldh2* with a potent reduction in Treg inducing capacities of both DC^Dysbiotic^ and DC^Old^ but not DC^Young^. Intriguingly, LP replenishment restores the tolerogenic properties of DCs by upregulating the expression of immunoregulatory molecules. The Treg induction was boosted, and it coincided with enhanced migratory capacity of DCs. Further, the downregulation in the pattern of NO, iNOS, arginase 1 and IDO in DC^Dysbiotic^ and DC^Old^ that contributed to their immunogenic phenotype was also restored through LP reconstitution. The NO, iNOS, arginase 1, and IDO have been implicated in imparting tolerogenic behavior of DC (Panfili et al., 2019; Verinaud et al., 2015). NO responsible for the tolerogenic behavior of DCs is a product of L‐arginine metabolism and its level is controlled in cells by iNOS (Moncada, 1999) while immunoregulatory enzyme IDO elicits peripheral tolerance in DCs. Another important observation in this study included the rewiring of metabolic processes in DC^Old^ by switching from mitochondrial OXPHOS to a glycolytic pathway with greater consumption of glucose compared to DC^Young^ and DC^Old‐LP^. Notably, DCs at a steady‐state condition showing tolerogenic behavior normally engage in mitochondrial OXPHOS for energy requirements. However, after TLR‐based activation they become immunogenic with the remarkable switch towards glycolysis, similar to Warburg metabolism (Krawczyk et al., 2010).

Overall, the parallel observations in DC^Dysbiotic^ and DC^Old^ suggest that disruption in gut microbiota due to aging or antibiotic treatment of young mice can contribute to the loss of tolerance in DCs. We have uncovered a notable contribution of gut microbiota contributing to the loss of immune tolerance in the dendritic cells on aging. Our data show a significant role of NF‐κB signaling in immune tolerance at old age, through the regulation of cytokine signaling. Furthermore, disruption of the gut on aging or antibiotic treatment of young group also results in the disappearance of beneficial commensals like *Lactobacillus plantarum*, resulting in the loss of tolerance in DCs. Interestingly, *LP* replenishment restores tolerogenic phenotype and properties of old DCs through modulation of metabolism and immunity‐associated gene network profiling. The study for the first time demonstrates the role of aging on gut dysbiosis, which ultimately resulted in the loss of functionality in DCs in maintaining tolerance. Finally, this study suggests the immunotherapeutic role of LP to treat age‐related disruption in the gut for the tolerogenic function of dendritic cells.

## 4 METHODS

### 4.1 Animals and ethical statement

Animal experiments were performed with C57BL/6 female mice. 2–3 months old mice were considered young and 22–24 months were considered old. All the animals were procured from IMTECH Center for Animal Resources and Experimentation (iCARE), Institute of Microbial Technology (IMTECH), Chandigarh. Institutional Animal Ethics Committee (No. 55/1999/CPCSEA), Ministry of Environment and Forest, Government of India has approved the study and all the experiments and protocols are in accordance with the guidelines of the same.

### 4.2 Gut dysbiosis mice model

Young mice were given drinking water with a broad‐spectrum antibiotic (Abx) cocktail (Ampicillin, 1 g/L; neomycin sulfate, 1 g/L; metronidazole, 1 g/L and vancomycin, 0.5 g/L) Himedia (Mumbai, India) ad libitum in drinking water for 21 days to disrupt the gut microbiota, with change in Abx containing water after every 3 days. To assess the effect of Abx‐mediated dysbiosis on the gut bacterial burden, serially diluted fecal samples from all groups were plated on a BHI medium under aerobic and anaerobic conditions. Facultative anaerobic conditions were maintained by keeping the plates in airtight sealed glass chambers in presence of Anaerogas packs‐LE002A‐5NO, Himedia (Mumbai, India).

### 4.3 Chemicals and reagents

All reagents were acquired from Sigma Aldrich (St. Louis, MO) or else specified. All recombinant cytokines were purchased from BD Biosciences (San Diego, CA). Fluorochrome‐tagged Abs viz. CD11c‐PEcy7 (#558079), MHCII‐PerCP‐efluor710 (#46–5320‐82), CD86‐PE (#12–0862‐85), CD80‐FITC (#553768), CD40‐ PerCPcy5.5 (#124623), Tim3‐APC (#134007), CCR7‐APC (#120107), and CCR9‐PE (#565576) were procured from BD Biosciences (San Jose, CA), eBioscience (San Diego, CA), and Biolegend (San Diego, CA). Secondary anti‐mouse and anti‐rabbit Abs for flow cytometry and confocal microscopy were from Invitrogen‐Thermo Fisher Scientific (Waltham, MA). ELISA reagents and Abs against IL‐6, IFN‐γ, IL‐17, IL‐12, TGF‐β, IL‐4, TNF‐α, IL‐2, and IL‐10 were purchased from BD Biosciences (San Diego, CA). Primers for qRT PCR, were synthesized by Sigma Aldrich (St. Louis, MO) and Integrated DNA Technologies, Inc. (Coralville, IA). Anti‐mouse phospho p65 (# 3033), p65 (# 8242), iNOS (# 13120), and β‐actin (# 3700) Abs were from Cell Signalling Technology (Danvers, MA), anti‐mouse IDO (# sc‐137,012) from Santa Cruz Biotechnology, (Santa Cruz, CA) and anti‐mouse arginase1 (# 610709) from BD Biosciences, (San Diego, CA) were used in Western blot. Other chemicals and reagents like RPMI‐1640, fetal bovine serum were from GIBCO (Grand Island, NY), l‐glutamine, l‐pyruvate, streptomycin and penicillin‐ from Serva (Heidelberg, Germany). All tissue culture‐grade plasticwares were from BD Biosciences (San Diego, CA), Corning™ (Corning, NY) and Nunc™ (Rochester, New York).

### 4.4 Bacterial strains used in the in vivo experiments

*Lactobacillus plantarum* MTCC 2621 obtained from Microbial Type Culture Collection (MTCC), IMTECH (Chandigarh, India) was cultured in DeMan, Rogosa Sharpe broth (Merck, Darmstadt, Germany) at 37°C, 5% CO_2_. The bacterial suspension was pellet down by centrifugation at 3000 *g* for 10 min and washed with 1xPBS twice, and CFU was adjusted to 1 × 10^8^. Thereafter, the same CFU in 200 μL sterile PBS was orally gavaged to mice every alternate day for 21 days, until mice were sacrificed. Fecal samples were obtained on Days 0, 7, and 21 to assess the accumulation of bacteria inside the gut.

### 4.5 Dendritic cell cultures

Bone marrow cells from the femurs and tibia of mice were flushed with cold RPMI media. After RBC lysis by ACK lysis buffer, the cells (2 × 10^6^/well) were plated in a 6‐well plate. The BMCs were cultured in RPMI‐1640 supplemented with 10% FCS, penicillin (100 U/mL), l‐glutamine (100 mM), streptomycin (100 mg/mL), rmGM‐CSF (2 ng/mL) (#554586) and 4 ng/mL rmIL‐4 (#‐550067), BD Biosciences (San Diego, CA), for DC cultures. On 3rd day, the culture was supplemented with fresh complete RPMI media with rmGM‐CSF (2 ng/mL) and rmIL‐4 (4 ng/mL) at half of its initial volume. Loosely adherent cells were harvested by gentle pipetting on the 7th day and used for further experiments. The methodology was followed as per the already mentioned protocol (Lutz et al., 1999). Later, for maturation of BMDCs (2 × 10^6^/well) were stimulated with LPS‐1 μg/mL, L2630‐ Sigma Aldrich (St. Louis, MO) in 6‐well plate.

### 4.6 Flow cytometry

Single‐cell suspension was incubated for 30 min at 4°C with Fc block (anti‐mouse CD16/32 Ab) to prevent non‐specific binding of Abs. Next, cell‐surface staining was done with fluorochrome‐tagged monoclonal antibodies for another 30 min at 4°C as per the experiment. For intracellular staining, cell surface stained cells were fixed and permeabilized using True‐nuclear™ transcription factor kit‐Biolegend (San Diego, CA) and stained for intracellular targets in accordance with the manufacturer's protocol. The data was obtained with BD FACSVerse and analyzed through BD FlowJo software (San Jose, CA).

### 4.7 Cytokine estimation

The cytokines were estimated in the culture SNs by sandwich ELISA. Briefly, 96‐well ELISA plates were coated with purified rat anti‐mouse IL‐6, IFN‐γ, IL‐17, IL‐12, TGF‐β, IL‐4, TNF‐α, IL‐2 (all at 2 μg/mL), and IL‐10 (4 μg/mL) antibodies in phosphate buffer (0.01 M‐pH 9.2 or pH 6) overnight (O/N) at 4°C as per the manufacturer's protocol BD Biosciences (San Diego, CA). The next day, blocking was done with BSA (1%) in PBS for 2 h at room temperature (RT). Subsequently, 50 μL samples (culture SNs) along with the respective standards of the recombinant cytokines were added to each well followed by O/N incubation at 4°C. After incubation and subsequent washing, 50 μL biotinylated anti‐mouse antibodies (2 μg/mL) for respective cytokines were added to plates and incubated for 2 h at RT. Further, plates were incubated with streptavidin‐HRP at 1:10,000 dilution at 37°C for 40 min. After subsequent washing, 1× TMB solution was used for color development and the reaction was stopped by H_2_SO_4_(7%). Absorbance was read at 450 nm on a spectrophotometer, Synergy H1, BioTek (Santa Clara, CA). The quantification of cytokines (pg/mL) was done using a standard curve of recombinant cytokines log2 serial dilutions.

### 4.8 Quantitative real‐time PCR (qRT‐PCR)

Trizol reagent was used to isolate total RNA from LPS‐stimulated DCs according to the manufacturer's protocol‐Invitrogen (Carlsbad, CA). RNA samples were incubated with amplification grade DNase1 enzyme to remove DNA contamination. 1 μg purified RNA with a standard ratio of 260/280 1.9–2.0 was used to synthesize cDNA with a reverse transcription kit, according to the manufacturer's protocol‐Applied Biosystems (Foster City, CA). Following that, qRT‐PCR was carried out using SYBR green PCR mix‐Applied Biosystems (San Diego, CA) according to the manufacturer's protocol. The real‐time PCR analysis was performed using the comparative Ct method on an Applied Biosystems step one plus PCR (Waltham, MA). The results are presented as a relative expression after normalization with β‐actin. The primer sequences used in PCR are listed in Table S1.

### 4.9 DC‐T cell co‐cultures

CD4^+^ T cells were purified from single‐cell suspension of the mouse splenocytes with BD IMag™ mouse CD4 T lymphocyte enrichment set–DM, BD Biosciences (San Diego, CA) by MACS negative selection following the manufacturer's protocol. Later, sorted T cells were co‐cultured with LPS‐stimulated DCs in a 1:5 ratio (DC: T cell) with a total seeding population of 2 × 10^5^ cells per well of 96‐well plates.

### 4.10 Proliferation assay

CD4^+^ T cells were labelled with carboxyfluorescein succinimidyl ester (CFSE, 2 μM)‐ Sigma Aldrich (St. Louis, MO) in PBS for 8 min at 37°C. Any unbound CFSE was washed with RPMI with 10% FCS. Stained cells were then co‐cultured with DCs in 96‐well flat bottom plates coated with anti‐mouse CD3 (5 μg/mL) and soluble anti‐mouse CD28 (2 μg/mL) antibodies at 37°C with 5% CO_2_ for 72 h. The proliferation of labeled T cells was assessed, using flow cytometry. The culture SNs were collected to later estimate the cytokines through ELISA. For syngeneic and allogeneic setup, CD4^+^ T cells were obtained from C57BL/6 and BALB/c mice, respectively.

### 4.11 In vitro Tregs induction assay

The same procedure was followed as described in DC‐T cell co‐culture procedure and maintained for up to 5 days for induction of T regulatory cells (Tregs). On the 5th day, cells were harvested and stained for Treg‐specific markers; anti‐mouse CD4‐FITC (# 11‐0042‐82), CD25‐PE‐Cy7 (# 25‐0251‐82), and FOXP3‐PE (# 12–5773‐82) all from eBioscience (San Diego, CA); and CD127‐APC (# 158205) Biolegend (San Diego, CA) fluorochrome‐tagged monoclonal antibodies.

### 4.12 Adoptive transfer of DCs

LPS‐stimulated DCs (5 × 10^6^) from different groups of mice viz. young, young dysbiotic, old and old‐LP were injected intravenously (i.v.) into old mice in 200 μL of PBS.

### 4.13 Nitric oxide (NO) production

After 24 hours, the culture SNs of LPS‐stimulated BMDCs were collected and NO was measured according to Griess method (Pahari et al., 2016). In brief, a 1:1 ratio of SNs was added to the Griess reagent (50 μL)‐ Sigma Aldrich (St. Louis, MO) and incubated for 5 min at room temperature. Later, the absorbance was measured at 550 nm. NO was quantified in comparison with sodium nitrite (NaNO_2_) as a standard (μM).

### 4.14 Phagocytosis assay

LPS‐stimulated DCs (1 × 10^6^ per sample) were incubated with dextran‐FITC (40,000 Da)‐ Sigma Aldrich (St. Louis, MO) at 37°C for 30 min, or on ice as a control, for the dextran antigen uptake. After proper washing, uptake was then assessed by flow cytometry. For phagocytic uptake of apoptotic bodies, Jurkat T cells labelled with CFSE were treated with actinomycin D for 14–15 h. to induce apoptosis in the same. Later, apoptotic cells were co‐cultured with LPS‐stimulated DCs for 3–4 h, and uptake was monitored by flow cytometry.

### 4.15 In vivo DC migration

LPS‐stimulated DCs from different groups of mice were labelled with CFSE (2 μM), and 5 × 10^6^ cells were adoptively transferred through an intravenous (i.v.) route into Old mice in 200 μL of sterile PBS. After 5 days, animals were sacrificed and cells from the spleen, mesenteric lymph node and Peyer's patches were stained for fluorochrome‐tagged anti‐mouse CD11c antibody. Later, the CD11c^+^CFSE^+^ population was monitored to assess migrated DC population. Furthermore, cells from the same tissues as mentioned were stained by fluorochrome‐tagged anti‐mouse CD4, CD127, CD25 and FOXP3 to assess the induction of Tregs using flow cytometry.

### 4.16 Inhibition of the NF‐κB pathway

The DCs harvested on the seventh day of culture were stimulated with LPS (1 μg/mL) in presence of a selective inhibitor for nuclear translocation of NF‐κB p65, JSH‐23 (7 μM) #481408, Sigma Aldrich (St. Louis, MO) in 24‐well plates (0.5 × 10^6^ cells/well) in 1 mL complete media for 24 h. Later, cells were washed with PBS after harvesting and used for further experiments.

### 4.17 Dextran‐FITC intestinal permeability assay

Evaluation of intestinal epithelial barrier permeability was done utilizing the dextran‐FITC permeability assay (Furuta et al., 2001; Meisel et al., 2018). In brief, mice were fasted for 4 h and then 60 mg dextran‐FITC (MW 4000), #46944, Sigma Aldrich (St. Louis, MO) per 100 g body weight was given through oral gavage. After 3 h of gavage, blood samples (400–500 μL) were obtained from the tail vein and plasma was extracted by centrifugation (2000 g for 10 min at 4°C). Thereafter, 50 μL blood plasma was transferred in duplicates into a flat‐bottom 96‐well plate (Corning, NY), and fluorescence reading was measured in fluorescence spectrophotometer setup in Synergy H1, BioTek (Santa Clara, CA) with emission and excitation wavelengths of 520 nm and 490 nm, respectively. Plasma dextran‐FITC concentration was assessed using a standard curve established by serial dilution of the same.

### 4.18 Western blotting

The whole cell lysate was prepared by lysing LPS‐stimulated DCs in RIPA lysis buffer (Tris HCl25 mM, NaCl150 mM, EDTA5 mM, Triton X‐1000.1%, sodium deoxycholate 1%, SDS 0.1%) supplemented with PMSF, phosphatase and protease inhibitor cocktail after 40 min incubation on ice. Lysates were centrifuged at 8000 *g* for 10 min, and the protein concentration of the lysate was measured by the BCA method. 40 μg of protein was added to Laemmli buffer and boiled (10 min, 95°C). Proteins were separated in 10–12% SDS‐PAGE gels and transferred to the PVDF membrane. Later, 5% BSA was used to block the membranes followed by incubation with the primary antibody on a shaker overnight at 4°C. All primary antibodies were diluted at a 1:500–1000 ratio for immunoblotting. HRP‐conjugated secondary anti‐mouse and anti‐rabbit antibodies were used (1:10000) for the detection of primary antibody binding. Each step included regular washings and incubations. Finally, blots were developed using Novex™ ECL Chemiluminescent Substrate Reagent Kit, Invitrogen‐Thermo Fisher Scientific, (Waltham, MA) and visualization was done on iBright™ FL1500 Imaging System, Invitrogen‐Thermo Fisher Scientific (Waltham, MA). Blot analysis and quantification were done using ImageJ analysis software. Abs to phospho p65, p65, anti‐ IDO, iNOS, arginase1, and β‐actin (loading control) were used for Western blotting.

### 4.19 Glucose uptake assay

ACK lysed bone marrow cells (BMCs) and LPS‐stimulated DCs were incubated with 10 μM of 2‐NBDG (2‐(N‐(7‐Nitrobenz‐2‐oxa‐1,3‐diazol‐4‐yl) Amino)‐2‐Deoxyglucose) in glucose‐free RPMI‐1640 + 10% FCS at 37°C/5% CO_2_ for 30 min. Thereafter, cells were washed and 2‐NBDG uptake was monitored through flow cytometry, BD FACSVerse™ (San Jose, CA) and data were analysed through BD FlowJo software (San Jose, CA).

### 4.20 Fecal DNA extraction

Aseptically obtained mice fecal samples were immediately placed on ice and kept at −80°C for later use. Zymo Research Fecal DNA Isolation Kit (Irvine, CA) was used to isolate fecal DNA from 100 mg of fecal pellets, according to the manufacturer's procedure. Quantification was done on a NanoDrop spectrophotometer, SYNERGY H1‐BioTek (Santa Clara, CA). The quantified DNA was then directly used for real‐time PCR analysis. 50 ng of extracted genomic DNA from fecal samples was used as a template for a real‐time PCR reaction with genus/species‐specific primers (0.2 μM), and SYBR green PCR Master‐mix, Applied Biosystems (San Diego, CA). Each cycle of PCR reaction was 10 min at 95°C, then 40 cycles of 30 s at 95°C, 1 min at 60°C and performed in step one plus PCR, Applied Biosystems (Waltham, MA). Data were represented as relative abundance for each genus/species after normalization with bacterial universal primer/DNA as an internal control.

### 4.21 16S rRNA sequencing for gut microbiota analysis

DNA was isolated as per the already discussed protocol from mice fecal samples. Later, DNA was further processed for amplicon‐based sequencing of the V3‐V4 hyper‐variable region of the 16S rRNA gene. Fusion primer 16S amplicon PCR primers Fw 5′ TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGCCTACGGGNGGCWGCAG 3′ and Rv 5′ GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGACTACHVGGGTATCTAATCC 3′ (Klindworth et al., 2013) was used to amplify V3‐V4 region of 16S rRNA using 12.5 ng of DNA. Sequencing libraries were prepared from amplified V3‐V4 region of 16S rRNA by Index PCR using Nextera XT index kit as per manufacturer instructions (Illumina, #15044223 Rev. B). The quality of the final libraries was checked using high‐sensitivity D1000 screen tape in Tape‐Station 2200 Agilent Technologies (Santa Clara, CA), and final library quantification was performed in Qubit Fluorometer. Paired‐end (2 × 250 bp) sequencing of these libraries was performed in NovaSeq 6000 (Illumina, San Diego, CA). Sample preparation and sequencing were done at the National Institute of Biomedical Genomics (Kalyani, India). The raw data were first checked for quality, and then, DADA2 was used to remove chimeric information. The demultiplexed sequences were then trimmed to lengths of 250 and 230 for forward and reverse, respectively. After that, the frequency table and data were obtained. Model classifier, which was created using the reference Green gene database, was used to classify taxa. The taxonomic plots were then created using the model classifier parameters such as forward primer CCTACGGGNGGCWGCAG and reverse primer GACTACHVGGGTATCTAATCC. The OTU table has been created from taxonomic classification. MAFFT was used to align the sequences, which were then masked to obtain masked aligned sequences. Subsequently, for diversity analysis, phylogenetic trees were created. With the parameter sampling depth 582,778, PCoA and diversity analysis plots were obtained using rooted and unrooted trees.

### 4.22 Microarray‐based gene expression analysis

RNA was isolated from DCs after LPS stimulation (1 μg/mL) using TRIzol reagent according to the manufacturer's protocol, Sigma Aldrich (St. Louis, MO). Later, the DNase1 enzyme was added for the digestion and removal of genomic DNA. Thereafter, RNA was quantified with the NanoDrop ND‐100 Spectrophotometer, NanoDrop Technologies (Wilmington, DE), and quality for the same was examined with the Tapestation 4200™, Agilent Technologies (Santa Clara, CA). Samples with RIN (RNA integrity number) score of more than 6 and a 28S:18S rRNA ratio of around 2∶1 were included for the further process. Thereafter, labelling and hybridization were done using Agilent one‐color (Cy3 fluorochrome), a microarray‐related gene expression platform in accordance with the manufacturer's instructions for evaluating mRNA expression. Briefly, 500 ng of RNA was labelled with a one‐color Low‐Input Quick Amp labelling kit, 5190–2305 (Agilent Technologies, Palo Alto, CA, USA). Cy3‐labelled mRNA samples were hybridized onto a mouse 8 × 60 K Gene Expression V2 Array kit, G4858A, Agilent Technologies, (Palo Alto, CA) for 16 h at 55°C in a rotator oven with subsequent washing. DNA microarray scanner, Agilent Technologies, (Palo Alto, CA) was used to scan the array slides, and Agilent Feature Extraction software 10.5 (Palo Alto, CA) to extract hybridization signals. Thereafter, with the help of limma R package, the quantile normalization method was implemented to normalize the quantitative microarray data. Using the same package, differential feature estimation was performed by lmFit () function to fit a linear model to expression data of each feature and eBayes (empirical Bayes) function used to obtain adj.*p*.value and logFC. Threshold adj.*p*.value ≤ 0.05 and abs (logFC) ≥ 0.5 were used to obtain significant differential features. R package gprofiler2 was used for the enrichment of functional annotations. Summarization of gene ontology and treemap plot were done with R package rrvgo.

#### Statistical analysis

One‐way ANOVA followed by Tukey's multiple comparison test and two‐way ANOVA followed by Sidak's multiple comparisons test were done using GraphPad Prism 6 software (San Diego, CA). A *p* value <0.05 was considered significant.

## AUTHOR CONTRIBUTIONS

HB performed the experiments and contributed to experimental design, data analysis, discussion and writing. RPS helped in flow cytometry data acquisition with HB and analyzed the 16S rRNA sequencing data. SS conducted experiments with HB. JNA conceptualized, designed and supervised the study, and contributed to the discussion and writing of the manuscript. RK conceptualized, designed and supervised the study, analyzed the data and wrote the manuscript. All authors revised and commented on the manuscript. All authors approved the final manuscript.

## FUNDING INFORMATION

This study is supported by the grants from CSIR, India grants OLP134, HUM (No. BSC0119) and CSIR‐FIRST (No. MLP062).

## CONFLICT OF INTEREST STATEMENT

The authors declare that they have no conflict of interest.

## Supporting information

Figure S1
Click here for additional data file.

Figure S2
Click here for additional data file.

Figure S3
Click here for additional data file.

Figure S4
Click here for additional data file.

Figure S5
Click here for additional data file.

Table S1
Click here for additional data file.

## Data Availability

The 16 s rRNA sequencing data from this study have been deposited at the GenBank Sequence Read Archive with the accession number PRJNA879291. The microarray raw data are submitted to the GEO repository with GEO accession number GSE 213155.

# Supplementary material for: Age‐mediated gut microbiota dysbiosis promotes the loss of dendritic cells tolerance
**Source:** Aging Cell. 2023 May 9;22(6):e13838. doi: 10.1111/acel.13838
**Supplement:** Supplementary file 1 — Figure S1

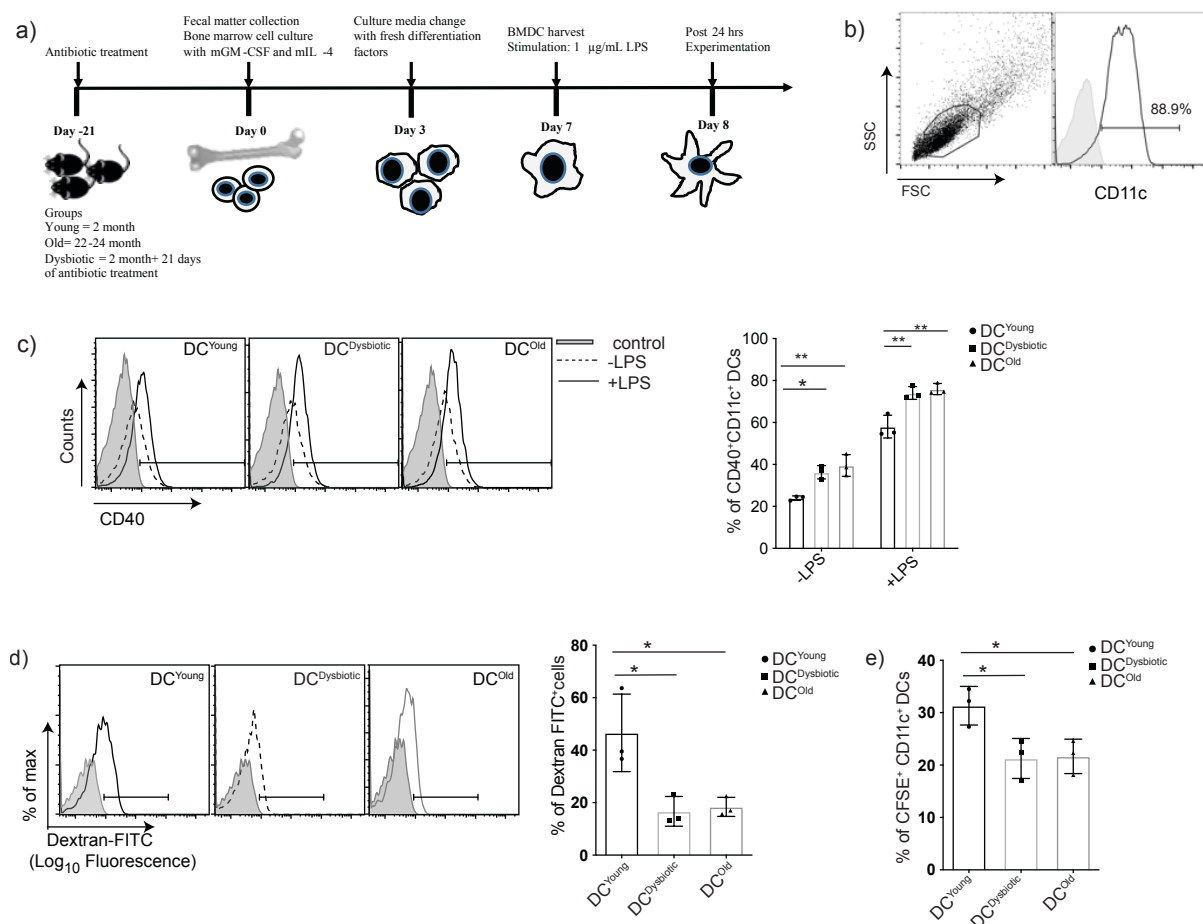

**Figure S1. Altered DCs phenotype and impaired phagocytic activity is induced by aging or antibiotic treatment of young mice due to gut dysbiosis.**

a) Experimental strategy: Young mice were administered an antibiotic cocktail for 21 days. Later, fecal pellets were collected from young control, young dysbiotic and old group. BMCs were cultured for seven days followed by LPS stimulation for 24 hours (1 $\mu$ g/ml); b) Histogram depicts the gating strategy of CD11c<sup>+</sup>DCs and purity; c) Representative histogram and frequency of CD11c<sup>+</sup>CD40<sup>+</sup> cells before and after LPS stimulation; d) Frequency of dextran-FITC uptake, assessed by flow cytometry and e) Flow cytometry data showing uptake of CFSE labeled apoptotic Jurkat cells by DCs. The data (mean $\pm$ SD) are from three independent experiments, with each point representing a pool of three animals for one independent experiment, n=3 mice/group. Statistical analysis was done by One-way ANOVA and Tukey's multiple comparison test except (Fig S1 c), where Two-way ANOVA and Sidak's multiple comparisons test was performed. \*p < 0.05, \*\*p < 0.01.

# Supplementary material for: Age‐mediated gut microbiota dysbiosis promotes the loss of dendritic cells tolerance
**Source:** Aging Cell. 2023 May 9;22(6):e13838. doi: 10.1111/acel.13838
**Supplement:** Supplementary file 2 — Figure S2

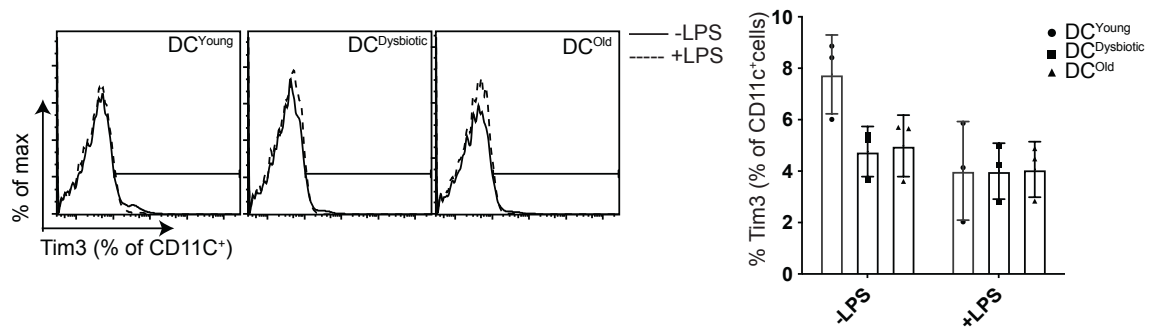

**Figure S2. Aging or antibiotic treatment induced gut dysbiosis alters co-inhibitory phenotype of DCs**

Representative histogram and frequency of CD11c<sup>+</sup>TIM3<sup>+</sup> cells before and after LPS stimulation. Data (mean±SD) are of three independent experiments, with each point representing a pool of three animals for one independent experiment, n=3 mice/group. Two-way ANOVA and Sidak's multiple comparisons test were performed for statistical analysis. ns: non-significant.

# Supplementary material for: Age‐mediated gut microbiota dysbiosis promotes the loss of dendritic cells tolerance
**Source:** Aging Cell. 2023 May 9;22(6):e13838. doi: 10.1111/acel.13838
**Supplement:** Supplementary file 3 — Figure S3

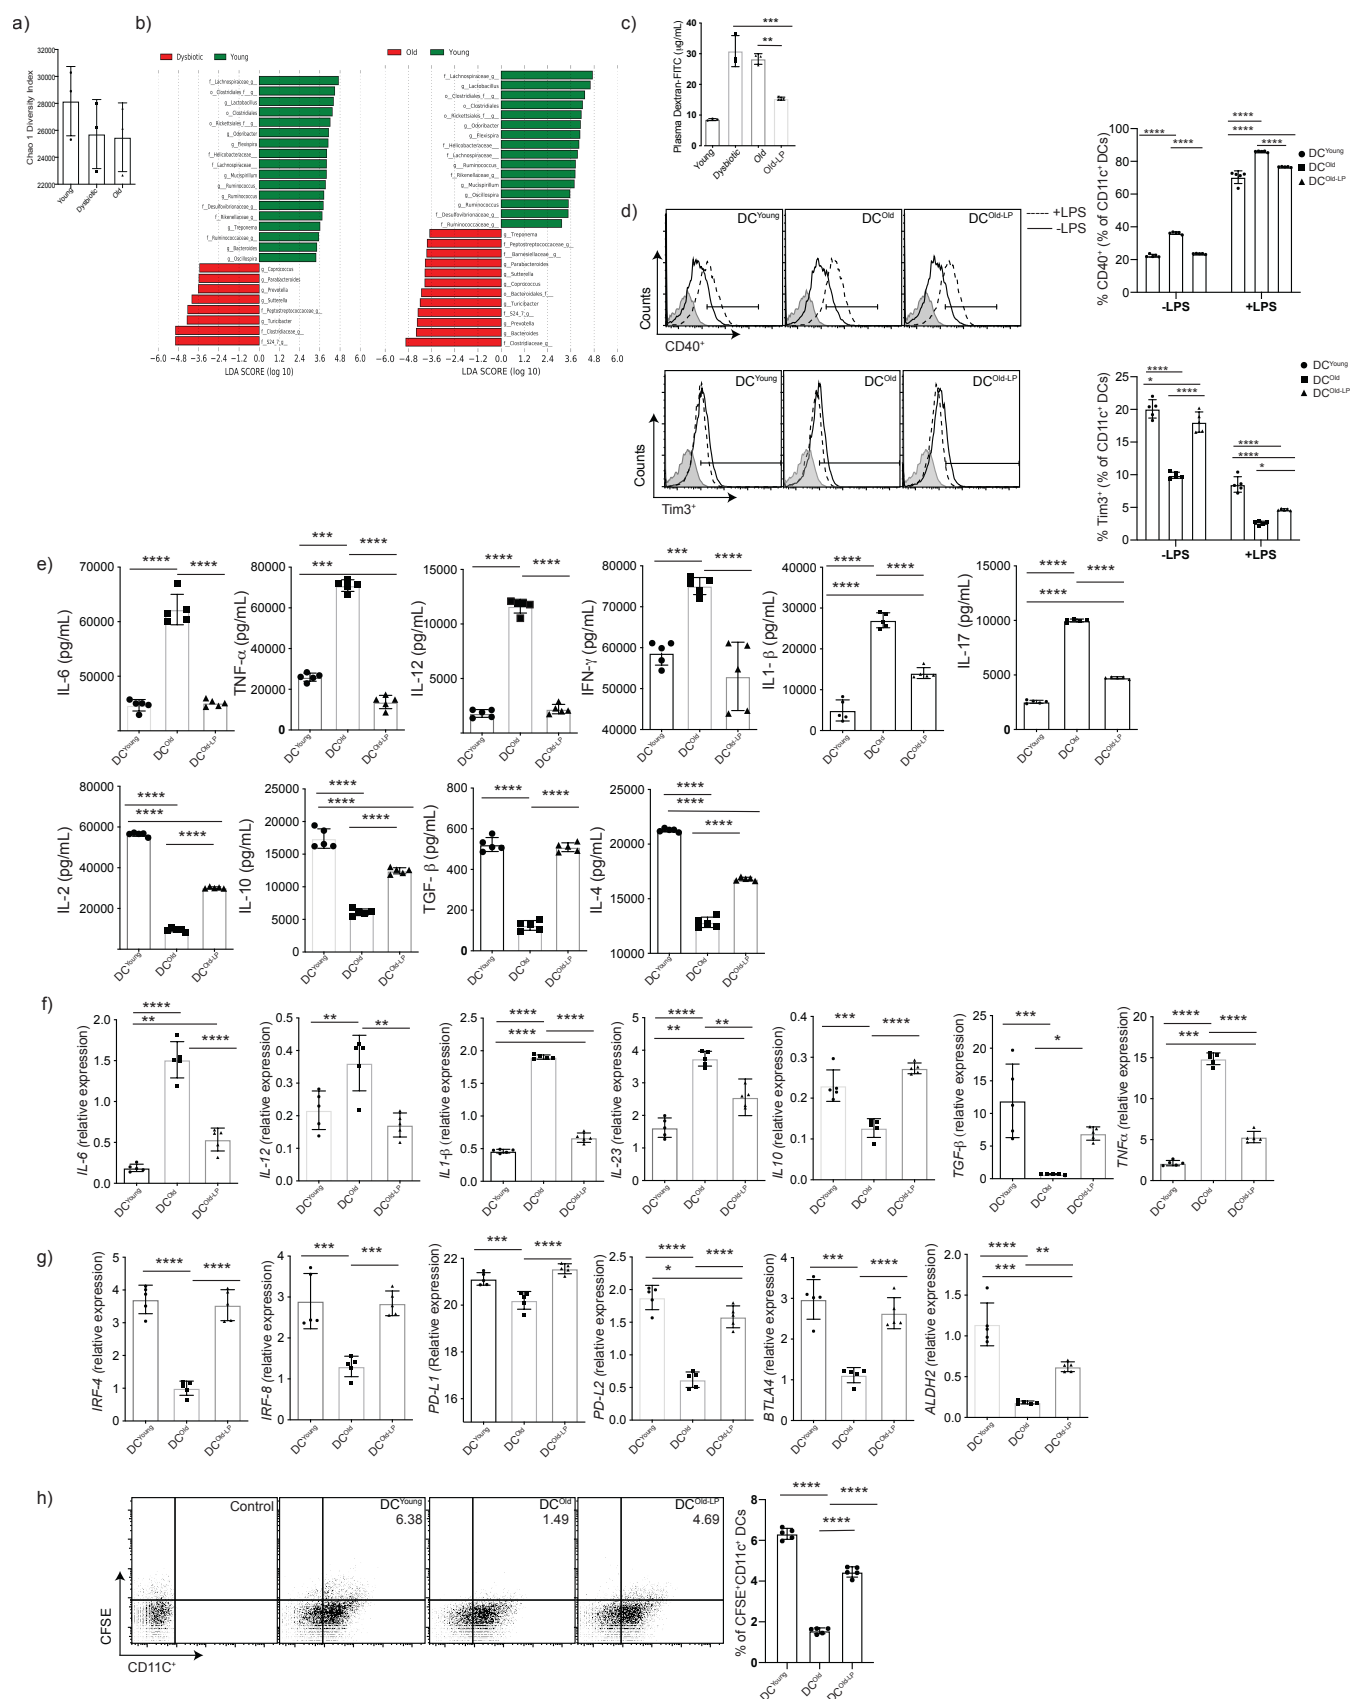

**Figure S3. Alterations of the gut microbiota with aging and antibiotics exposure with Immunomodulatory role of *L. plantarum* in old DCs.**

After 21 days of antibiotic treatment of young mice, DNA was isolated from the feces (100 mg) of young, young dysbiotic, and old mice for 16S rRNA sequencing. a) Chao1 index depicting alpha diversity; b) LEfSe plots representing a significant difference in the relative abundance at genus level between groups; c) Animals were fasted for 4 hours and later gavaged with dextran-FITC (60 mg/100g body weight). Dextran-FITC permeabilized through gut epithelia was estimated in the blood plasma as depicted by a bar graph representing plasma concentration of dextran-FITC ( $\mu\text{g/ml}$ ); After 21 days of LP replenishment in old mice (Old-LP), BMDCs culture was set up for 7 days for later experimentation in DC<sup>Young</sup>, DC<sup>Old</sup> and DC<sup>OLD-LP</sup>. d) Histogram and bar graph depicting percentage population of CD40<sup>+</sup> and TIM3<sup>+</sup> DCs gated on CD11c<sup>+</sup> cells; e) ELISA-based estimated levels (pg/mL) of secreted pro-inflammatory IL-6, TNF- $\alpha$ , IL-12, IFN- $\gamma$ , IL-1 $\beta$ , IL-17 and anti-inflammatory cytokines TGF- $\beta$ , IL-4, IL-2, IL-10 in DC-T cell co-culture SN after 72 hours; f) RT-PCR data for relative expression of inflammatory *Il-6*, *Il-12*, *Tnfa*, *Il-23*, *Il1b*, and anti-inflammatory cytokine genes *Tgfb*, *Il-10*; g) relative expression of the tolerance associated genes *Irf4*, *Irf8*, *Pdl1*, *Pdl2*, *Btla4* and *Aldh2*, and h) Representative dot plot and frequency of CFSE-labelled apoptotic cells uptake by DCs as assessed by flow cytometry. Data (mean $\pm$ SD) are of 5 animals, with each point in the bar graph indicating one animal, (n=5/group) except (Fig S3 a and b), which is of three independent experiments, with each point representing a pool of three animals for one independent experiment, (n=3 mice/group) and (Fig S3 c), with each point in the bar graph indicating one animal (n=3/group). Statistical analysis was done by One-way ANOVA and Tukey's multiple comparison tests except for (Fig S3 d), where Two-way ANOVA and Sidak's multiple comparisons test were performed. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

# Supplementary material for: Age‐mediated gut microbiota dysbiosis promotes the loss of dendritic cells tolerance
**Source:** Aging Cell. 2023 May 9;22(6):e13838. doi: 10.1111/acel.13838
**Supplement:** Supplementary file 4 — Figure S4

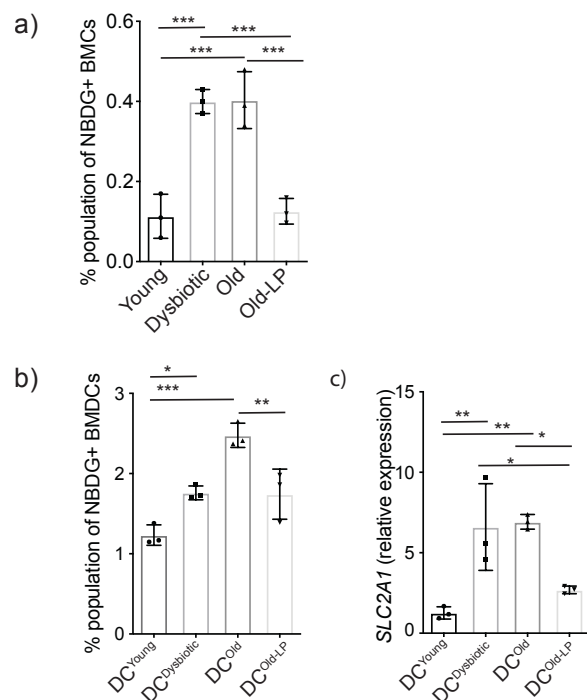

**Figure S4. Replenishment of the gut of old mice with *L. plantarum* reinstates the metabolic function of old DCs.**

BMCs and LPS-stimulated DCs were incubated with 10 $\mu$ M of 2-NBDG for 30 mins. After that, cells were washed, and 2-NBDG uptake was monitored through flow cytometry. a) Frequency (%) of NBDG<sup>+</sup>BMCs; b) Frequency (%) of NBDG<sup>+</sup>BMDCs c) RT-PCR data for relative expression of *Slc2a1* gene encoding for GLUT1 glucose transporter. Data (mean $\pm$ SD) is of three animals, with each point in the bar graph representing one animal (n=3/group). Statistical analysis was done by One-way ANOVA and Tukey's multiple comparison test.

# Supplementary material for: Age‐mediated gut microbiota dysbiosis promotes the loss of dendritic cells tolerance
**Source:** Aging Cell. 2023 May 9;22(6):e13838. doi: 10.1111/acel.13838
**Supplement:** Supplementary file 5 — Figure S5

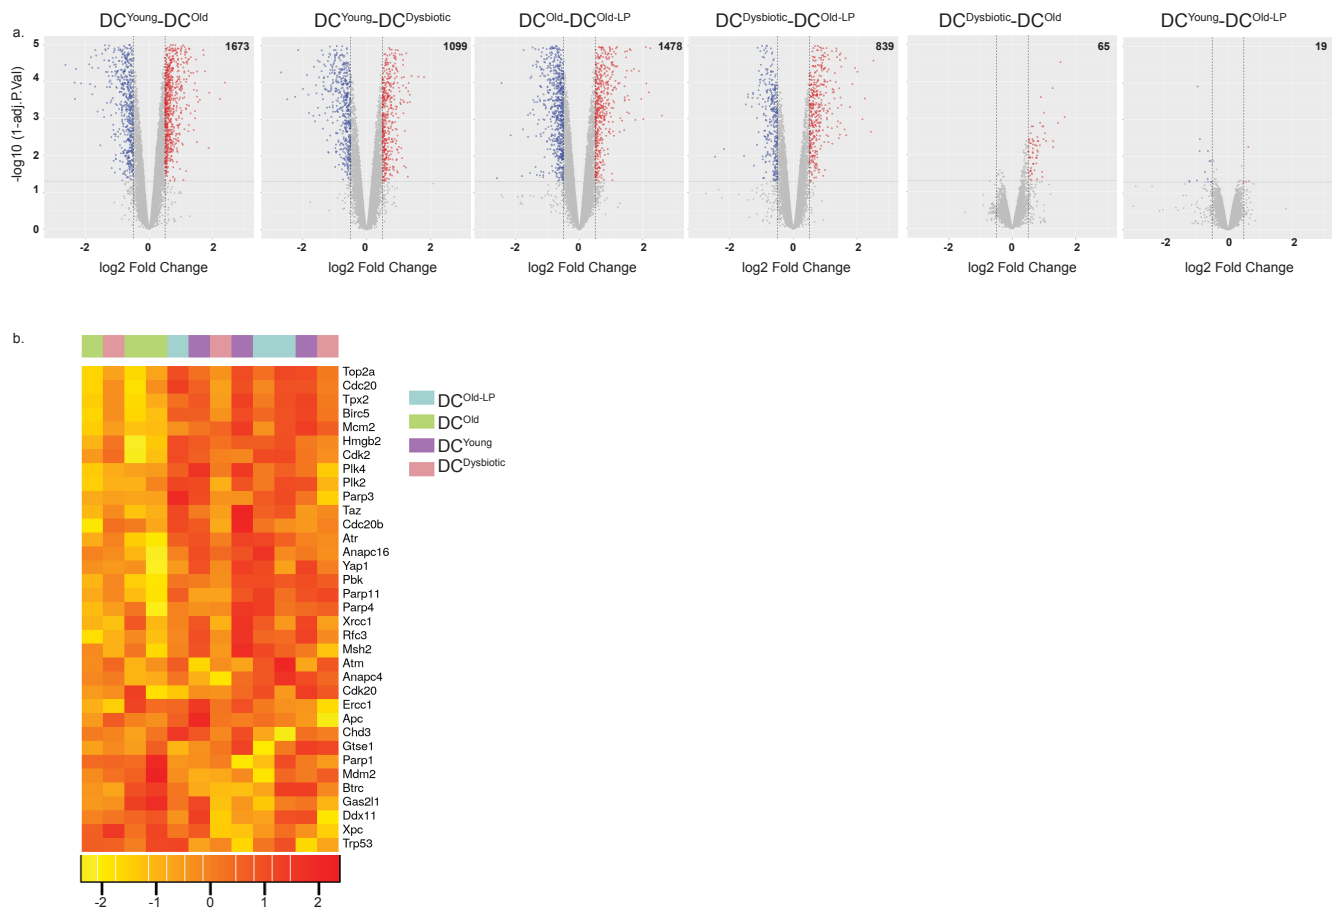

**Figure S5. Differential gene expression summary.**

a) Volcano plots representing the  $\log_2(\text{Fold Change})$  and  $-\log_{10}(\text{P value})$  distribution of differentially expressed genes as a scatter plot from various comparisons; b) heatmap representing the differentially expressed features associated with cell cycle and DNA repair. Data are from three independent sets, with each data point representing a pool of three animals ( $n=3$  mice/group).

# Supplementary material for: Age‐mediated gut microbiota dysbiosis promotes the loss of dendritic cells tolerance
**Source:** Aging Cell. 2023 May 9;22(6):e13838. doi: 10.1111/acel.13838
**Supplement:** Supplementary file 6 — Table S1

**Supplementary Table 1****Mouse qRT-PCR primer sequences:**

| Gene         | Sequence                                                                    |
|--------------|-----------------------------------------------------------------------------|
| <i>Tnfa</i>  | Fw: 5'-CATCTTCTCAAAATTCGAGTGACAA-3'<br>Rv: 5'-TGGGAGTAGACAAGGTACAACCC-3'    |
| <i>Il-10</i> | Fw: 5'-GGTTGCCAAGCCTTATCGGA-3'<br>Rv: 5'-ACCTGCTCCACTGCCTTTGCT-3'           |
| <i>Il-12</i> | Fw: 5'-GGAAGCACGGCAGCAGCAGAATA-3'<br>Rv: 5'-AACTTGAGGGAGAAGTAGGAATGG-3'     |
| <i>Il-6</i>  | Fw: 5'-GAGGATACCACTCCCAACAGACC-3'<br>Rv: 5'-AAGTGCATCATCATCGTTGTTTCATACA-3' |
| <i>Il-23</i> | FW: 5'-TGTGCCCCGTATCCAGTGT-3'<br>Rv: 5'-CGGATCCTTTGCAAGCAGAA-3'             |
| <i>Il1b</i>  | Fw: 5'-CAACCAACAAGTGATATTCTCCATG-3'<br>Rv: 5'-GATCCACACTCTCCAGCTGCA-3'      |
| <i>Tgfb</i>  | Fw: 5'-TAAAGAGGTCACCCGCGTGCTAAT-3'<br>Rv: 5'-ACTGCTTCCCGAATGTCTGACGTA-3'    |
| <i>Irf4</i>  | Fw: 5'-GCCCAACAAGCTAGAAAG-3'<br>Rv: 5'-TCTCTGAGGGTCTGGAAACT-3'              |
| <i>Irf8</i>  | Fw: 5'-GAGCGAAGTTCCTGAGATGG-3'<br>Rv: 5'-TGGGCTCCTCTTGGTCATAC-3'            |
| <i>Aldh2</i> | Fw: 5'-GCTGGGCTGACAAGTACCAT-3'<br>Rv: 5'-TTGATCAAGTTGGCCACGTA-3'            |
| <i>Btla4</i> | Fw: 5'-GCAGGACTTGGCTGCTTTAC-3'<br>Rv: 5'-AGTTCCTGATGGCAGTGCTT-3'            |
| <i>Pdl1</i>  | Fw: 5'-TGCGGACTACAAGCGAATCACG-3'<br>Rv: 5'-CTCAGCTTCTGGATAACCCTCG-3'        |
| <i>Ido</i>   | Fw: 5'-AGTTGGGCCTGCCTCC TATTC-3'<br>Rv: 5'-TGTCGTGCAGTGCCTTTTCCAAT-3'       |
| <i>iNOS</i>  | Fw: 5'-CGAAACGCTTCACTTCCAA-3'<br>Rv: 5'-TGAGCCTATATTGCTGTGGCT-3'            |

|                                       |                                                                             |
|---------------------------------------|-----------------------------------------------------------------------------|
| <i>Arginase1</i>                      | Fw: 5'-TTTTTCCAGCAGACCAGCTT-3'<br>Rv: 5'-AGAGATTATCGGAGCGCCTT-3'            |
| <i>RelA</i>                           | Fw: 5'-GACCAACAATAACCCCTTTCAC-3'<br>Rv: 5'-GTTTGAGATCTGCCCTGATGG-3'         |
| <i>Pdl2</i>                           | Fw: 5'-CATCGCTTTGATCTTCCTGG-3'<br>Rv: 5'-CCTGAAAGTCATTAGGAGCC-3'            |
| <i>β-actin</i>                        | Fw: 5'-AGAGGGAAATCGTGCGTGAC-3'<br>Rv: 5'-CAATAGTGATGACCTGGCCGT-3'           |
| <i>Lactobacillus</i>                  | Fw: 5'-AGCAGTAGGGAATCTTCCA-3'<br>Rv: 5'-CACCGCTACACATGGAG-3'                |
| <i>L. plantarum</i>                   | Fw: 5'-TGGATCACCTCCTTTCTAAGGAAT-3'<br>Rv: 5'-TGTTCTCGGTTTCATTATGAAAAAATA-3' |
| All bacteria<br>(Universal<br>primer) | Fw: 5'-ACTCCTACGGGAGGCAGCAGT-3'<br>Rv: 5'-ATTACCGCGGCTGCTGGC-3'             |

How the deposited data were processed for this re-analysis (not part of the article)

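Gene expression was measured on 12 Agilent single-colour mouse arrays, 3 for each of DC Young, DC Dysbiotic, DC Old and DC Old‐LP, with RNA of LPS‐stimulated DCs from pools of 3 mice. Groups were taken from the sample labels, and the replicate letters and slides from the labels and the names of the scans. The authors deposited 2 kinds of values. The first is the intensity of every spot as written by the Feature Extraction software, with background subtracted and spatial trends removed by that software and with no normalization between arrays. The header of these tables names version 12.1.1.1 of the software, and the paper's methods name 10.5. The second is a deposited table of log2 values for 46302 probes, which match log2 of the median spot signal without background subtraction after quantile normalization. How its probes were chosen is not stated in the paper's text.

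The intensity was used for the values reported. Of 59305 spots that are not controls, 1068 spot readings were set to missing as non-uniform or population outliers, log2 values were quantile normalized between arrays, and repeated spots were averaged to 56605 probes. Probes were named through their accessions with a table of reference gene symbols, which matched 35405 probes to 24232 symbols, and no name was guessed for the others. That table is for another mouse assembly than the mm9 build in the array headers, so no coordinates are printed, and it was used for names and for which genes lie near each other only. R 4.3.3 with limma 3.58.1 and data.table 1.17.8 was used. The functions lmFit and eBayes were applied to all 12 arrays with a mean for each of the 4 groups, and the 6 comparisons were read as contrasts. The thresholds were a Benjamini‐Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5, and all p are two-sided. Depth is given by the share of spots well above background and the 75th percentile of the intensity, and the number of arrays limits the precision. With 3 arrays against 3, an exact permutation test has a smallest p of 0.1, so none was used for single genes.

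Genes were named by a rule. Every gene of 7 lists drawn up from the paper's statements (NF‐κB inhibitor family, *Tgfb* genes and receptors, tolerogenic genes, cell cycle and DNA repair genes, genes the paper measured by qRT‐PCR, surface markers, and a sex check) was read at the probe with the highest mean log2 signal over all arrays, and its other probes were compared. The paper's text names no NF‐κB inhibitor gene, so the members of that list do not come from its text. For DC Old against DC Young and DC Old‐LP against DC Old, the 5 named genes with the largest rise and the 5 with the largest fall were added, among probes past both thresholds whose groups did not overlap and that were well above background on every array of at least 1 of the groups. This left 202 and 112 probes to choose from, and chance gives 10% of probes without overlap. The list and top genes, the tests, the thresholds and the alternatives were set before the data were examined, and those added later are marked as such. Sets of genes were tested with camera at an inter-gene correlation of 0.01, with the probe of the highest mean per gene, over 24178 genes. Another 54 genes with missing values were left out. The 16 lists were the first 4 lists above and lists for proliferation, NF‐κB targets, interferon response, glycolysis, oxidative phosphorylation, megakaryocyte and erythroid cells, mast cells and basophils, neutrophils and granulocyte precursors, macrophages, dendritic cells, T cells and B cells, and 6 listed genes had no probe. FDR values are Benjamini‐Hochberg adjusted over all 96 tests. The steps were tested on simulated data with known changes before they were applied.

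Whether the replicate letters pair the arrays was checked by correlating deviations from the group means. The same letter gave r of 0.415 to 0.711 between groups, A and B gave 0.449 to 0.570, and C against A or B gave -0.659 to -0.466. Differences between A and B gave -0.125 to 0.137 between groups, so only C is set apart. Whether A and B of a group are separate pools is not settled, and they were counted as separate arrays. The letter was therefore tried as a block, and its counts are given beside the others. The alternatives were a shift of each array by its 75th percentile, normexp background correction with an offset of 50, the log2 table of the authors, a filter that kept the 25583 probes well above background, averages over the probes of a gene, the letter or the slide as a block, a fit to the 2 compared groups alone, unadjusted p, an intensity trend in eBayes, outlier spots kept, and each array left out in turn. The normexp correction was applied to the median signal, which departs from the mean signal that was planned. Lists were also tested with fry and with camera with an estimated correlation. After the data were seen, 13 further settings were added for the counts. No other data of the paper were analysed here.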

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

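All tests of explanations in this part were chosen after the results were seen. The lists of marker genes and the set tests were fixed earlier.

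The megakaryocyte and erythroid list, whose genes the paper does not discuss, differed between groups. Its mean log2 fold change was 0.92 in DC Old against DC Young (camera FDR 2.40e-08, 11 of 15 genes higher), 1.04 in DC Dysbiotic against DC Young (FDR 3.61e-12, 12 of 15 higher) and -0.87 in DC Old‐LP against DC Old (FDR 1.12e-08, 3 of 15 higher). The call held with fry in each of these (FDR 0.00211). With an estimated correlation, the FDR was 0.0290 in DC Dysbiotic, and 0.0517 in the comparisons with DC Old. The 9 megakaryocyte genes had a mean log2 signal of 8.59, 8.68 and 8.85 on the DC Young arrays, 10.29, 10.38 and 10.35 on the DC Dysbiotic arrays, 10.57, 10.62 and 9.86 on the DC Old arrays, and 8.73, 8.80 and 8.89 on the DC Old‐LP arrays, so that each array of DC Dysbiotic and DC Old was above each of DC Young and DC Old‐LP, on the first slide and on the C arrays. Their median log2 fold change was 1.49 in DC Old and in DC Dysbiotic against DC Young. Of the 15 genes, 9 were well above background on every DC Young array, and 0 were in another list. *Gp1bb* (2.83), *Gp1ba* (2.53) and *Gp9* (2.36) were DE features in DC Old, and were named after their values were seen. A lower share of the main cell type would raise the markers of every other type alike. The T cell list had a mean of -0.98 in DC Old against DC Young, so the lists moved apart, which argues against a lower share as the whole cause. That T cell call did not hold with fry, and the list had -0.05 in DC Dysbiotic. The dendritic cell list was itself lower, at -0.42 in DC Old and -0.40 in DC Dysbiotic (camera FDR 0.108 and 0.0531). The paper reports that fewer DCs formed from bone marrow in both groups, so a lower share of DCs stays open. Erythroid cells would bring haemoglobin transcripts, and the higher of the log2 fold changes of the haemoglobin genes was -0.49 (*Hba-a1*, adjusted p = 1.00). The error leaves erythroid cells open, and the erythroid genes went both ways (2 higher and 4 lower in DC Old). Megakaryocytes or platelets in the cultures stay a candidate explanation: 9 of 9 megakaryocyte genes were higher in DC Old than in DC Young. *Pf4*, the most abundant of them with a log2 signal of 15.7, rose by 0.35, and its high baseline hides a small share. Expression of these genes by the DCs themselves cannot be told apart from other cells on arrays of whole cultures. Age and the state of the gut, which differ between the groups, stay open as biological explanations and were not tested.

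The T cell list, also not discussed in the paper, was lower in DC Old than in DC Young, with a mean log2 fold change of -0.98 (FDR 1.88e-05, 1 of 9 genes higher), and higher in DC Old‐LP than in DC Old, with 0.86 (FDR 0.000820, 8 of 9 higher). Neither call held with fry (FDR 0.0912 and 0.177). The mean log2 signals were 10.73, 10.67 and 10.99 in DC Young, 10.63, 10.56 and 10.85 in DC Old‐LP, and 10.12, 10.11 and 9.23 in DC Old. DC Old was lowest on the first slide and among the C arrays, and the gap was larger for replicate C. In DC Dysbiotic, which was at 10.58, 10.52 and 11.15, the list had a mean of -0.05 against DC Young (FDR 0.919). Without DC Old replicate C, the mean of DC Old‐LP against DC Old was 0.57 and no longer passed. All 9 genes were well above background on every DC Young array. Whether fewer T cells or fewer transcripts per cell lie behind this was not tested, and age and LP stay open as untested biological explanations.

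The neutrophil and granulocyte precursor list was higher in DC Old‐LP than in DC Old, with a mean log2 fold change of 0.62 (FDR 0.0203, 11 of 13 genes higher). It did not hold with fry (FDR 0.360) or with an estimated correlation (0.358). On the first slide the list was at 8.79 and 8.78 in DC Old and at 10.00 and 9.94 in DC Old‐LP, while DC Old replicate C was at 10.41 and DC Old‐LP replicate C at 9.91. The direction thus did not hold on the C arrays. Without DC Old replicate C the mean was 1.16. Without replicate A or B of DC Old it was 0.35, and without replicate A or B of DC Old‐LP it was 0.60 and 0.63, and the list no longer passed in any of these 4 fits. The hybridisation batch and the pools cannot be told apart, because all C arrays lie off the first slide. Of the 13 genes, 11 were well above background on every DC Young array. Treatment with LP stays open as an untested explanation.

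The number of lists past an FDR of 0.05 within a comparison was set against the 10 splits of the 6 arrays into 3 and 3. As many or more lists passed in 2 of 10 splits for DC Old against DC Young and for DC Old‐LP against DC Old, 1 of 10 for DC Dysbiotic against DC Young and for DC Old‐LP against DC Dysbiotic, 3 of 10 for DC Old against DC Dysbiotic and 10 of 10 for DC Old‐LP against DC Young, the real split included. For probes, the real split was the 1 with the most DE features of 10 in every comparison but DC Old‐LP against DC Young, for which all 10 had at least 0. With 10 splits, chance cannot be excluded in any of these. The other split for DC Old against DC Young put DC Old replicate C with DC Young replicates A and B (7 lists), and that for DC Old‐LP against DC Old put DC Old replicates A and B with DC Old‐LP replicate C (10 lists). Of the 2 others for DC Old against DC Dysbiotic, 1 put DC Old replicate C with DC Dysbiotic replicates A and B (6 lists). Each side of these named splits holds a C array beside replicates A and B. A shift common to the C arrays thus does not part the sides, and the cause was not tested. If arrays with the same letter are taken as pairs, then among the 4 splits that part every pair the real one had the most DE features except in DC Old‐LP against DC Young, while as many lists passed in 2 of these 4 for DC Old against DC Young, DC Old‐LP against DC Old and DC Old against DC Dysbiotic. The other 6 splits leave a pair on one side. With the letter as a block, the lists past the FDR over all tests in DC Old against DC Young (5) and in DC Old‐LP against DC Old (7) still passed.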

How the results depend on the processing

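Most alternatives were set earlier, and the 13 settings named below as added were chosen after seeing the data. Counts are called changed when they move by more than 1.5 times, and lists when they cross an FDR of 0.05. Of 216 counts under alternatives, 80 stayed within 1.5 times, and of 1536 list results, 1406 stayed on their side of the threshold (47 of these changed sign without passing), 67 no longer passed, 62 newly passed and 1 reversed. Of 3379 results for named genes, 3265 stayed on their side (140 of these changed sign without a call), 79 lost their call, 35 gained one and 0 reversed. For each change given below, the cause was not tested.

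Counts are given for DC Old against DC Young, DC Dysbiotic against DC Young, DC Old‐LP against DC Old, DC Old‐LP against DC Dysbiotic, DC Old against DC Dysbiotic and DC Old‐LP against DC Young, in this order, and were 351, 195, 197, 92, 1 and 0. With the letter as a block they were 1233, 557, 935, 333, 1 and 1, and with the slide 1528, 1156, 1860, 412, 1 and 1. The fit to the compared groups alone gave 19, 139, 0, 28, 0 and 0, with 97 of the 139 among the 195. Unadjusted p gave 3396, 2181, 3280, 1869, 864 and 632. The 75th percentile shift gave 234, 136, 77, 4, 1 and 0, normexp 420, 230, 316, 148, 0 and 0, the log2 table 429, 234, 303, 144, 0 and 0, the background filter 450, 265, 316, 146, 2 and 1, and averaged probes 280, 157, 209, 56, 1 and 1. An intensity trend and outlier spots kept left all 6 counts within 1.5 times. Under the 75th percentile shift the median of all probes was 0.15 in DC Old against DC Young and in DC Old‐LP against DC Dysbiotic, 0.24 in DC Old against DC Dysbiotic and -0.12 in DC Old‐LP against DC Old, compared with 0.0054, 0.027, 0.016 and -0.0071 without it.

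Leaving out each array gave 112 to 590, 54 to 402, 30 to 424, 3 to 265, 0 to 1 and 0 to 8. The highest counts beyond DC Old against DC Dysbiotic came without DC Old replicate C. An arm left with 2 arrays was fitted with the spread of all groups.

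Among the added settings, the first slide alone gave 5188, 3477, 4663, 2722, 23 and 22, and the first slide against the others as a block 1771, 833, 1363, 542, 1 and 1. The median signal gave 423, 240, 318, 152, 0 and 0, with the letter 1817, 998, 1578, 729, 1 and 0, and with the slide 2068, 1462, 2303, 789, 1 and 0. The log2 table gave 1887, 1031, 1600, 743, 1 and 0 with the letter, 2096, 1487, 2313, 787, 1 and 0 with the slide, 2186, 1239, 1959, 949, 2 and 0 with the first slide against the others, 3256, 2478, 2833, 1907, 53 and 37 with array weights, and 3554, 2648, 3200, 2074, 139 and 179 on the first slide alone. With an effect removed before the fit, it gave 2493, 1501, 2349, 1175, 11 and 0 for the first slide against the others, 2566, 1602, 2426, 1236, 12 and 0 for the letters, and 2983, 1907, 2972, 1373, 42 and 14 for the slides.

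The r of DC Old against DC Young with DC Dysbiotic against DC Old‐LP was 0.623 with normexp, 0.627 with the background filter and 0.649 with the slide as a block. The last value is not free of shared arrays: the second slide holds DC Young and DC Dysbiotic only and the third DC Old and DC Old‐LP only, so with this block each of the 2 comparisons draws on arrays of all groups, and no simulated value was made for it. The share of called probes that changed in the same direction was 99.2% with the letter as a block. The share reversed by LP was 99.2 to 100% with arrays left out, and the ratio -0.918 to -0.792.

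Lists are given with their mean log2 fold change. With the 75th percentile shift, in DC Old against DC Young cell cycle and DNA repair (-0.46), dendritic cell (-0.42) and neutrophil (-0.39), in DC Dysbiotic against DC Young B cell (-0.51) and dendritic cell (-0.46) and in DC Old against DC Dysbiotic cell cycle and DNA repair (-0.18) passed. With normexp, in DC Old against DC Young glycolysis (-0.26) and *Tgfb* (-0.21) and in DC Dysbiotic against DC Young glycolysis (-0.22) passed. With the log2 table of the authors, in DC Dysbiotic against DC Young B cell (-0.33) and glycolysis (-0.22) passed, and in DC Old against DC Young interferon response (-0.24) no longer passed. With the background filter, in DC Old against DC Young interferon response (-0.34), in DC Old‐LP against DC Old cell cycle and DNA repair (0.55) and in DC Old against DC Dysbiotic tolerogenic (-0.26) no longer passed. With averaged probes, in DC Old against DC Young cell cycle and DNA repair (-0.41) and glycolysis (-0.31), in DC Dysbiotic against DC Young dendritic cell (-0.43) and glycolysis (-0.32) and in DC Old‐LP against DC Old dendritic cell (0.51) and mast cell and basophil (0.45) passed, and in DC Old against DC Dysbiotic tolerogenic (-0.11) no longer passed. With the letter as a block, in DC Old against DC Young cell cycle and DNA repair (-0.48), dendritic cell (-0.42) and glycolysis (-0.27), in DC Dysbiotic against DC Young dendritic cell (-0.40) and glycolysis (-0.23) and in DC Old‐LP against DC Old dendritic cell (0.49), glycolysis (0.25) and mast cell and basophil (0.38) passed, and in DC Old against DC Dysbiotic tolerogenic (-0.26) no longer passed. With the slide as a block, in DC Old against DC Young cell cycle and DNA repair (-0.52), dendritic cell (-0.52), glycolysis (-0.25) and neutrophil (-0.65), in DC Dysbiotic against DC Young dendritic cell (-0.40) and glycolysis (-0.23), in DC Old‐LP against DC Old dendritic cell (0.49) and glycolysis (0.25) and in DC Old against DC Dysbiotic cell cycle and DNA repair (-0.24) passed, and in DC Old against DC Dysbiotic tolerogenic (-0.22) no longer passed. With a fit to the compared groups alone, in DC Dysbiotic against DC Young B cell (-0.45), dendritic cell (-0.40) and neutrophil (-0.32) passed, and in DC Old against DC Young interferon response (-0.30) and in DC Old against DC Dysbiotic tolerogenic (-0.26) no longer passed. With an intensity trend, in DC Dysbiotic against DC Young dendritic cell (-0.40) passed, and in DC Old against DC Dysbiotic tolerogenic (-0.26) no longer passed. With outlier spots kept, in DC Old against DC Young cell cycle and DNA repair (-0.48) passed. With fry, in DC Old against DC Young T cell (-0.98) and tolerogenic (-0.65), in DC Dysbiotic against DC Young proliferation (-0.44) and tolerogenic (-0.39), in DC Old‐LP against DC Old cell cycle and DNA repair (0.55), neutrophil (0.62), T cell (0.86) and tolerogenic (0.54) and in DC Old against DC Dysbiotic proliferation (-0.40), T cell (-0.93) and tolerogenic (-0.26) no longer passed. With an estimated correlation between genes, in DC Old against DC Young interferon response (-0.30), megakaryocyte and erythroid (0.92), proliferation (-0.83), T cell (-0.98) and tolerogenic (-0.65), in DC Dysbiotic against DC Young proliferation (-0.44) and tolerogenic (-0.39), in DC Old‐LP against DC Old cell cycle and DNA repair (0.55), interferon response (0.33), megakaryocyte and erythroid (-0.87), neutrophil (0.62), proliferation (0.86), T cell (0.86) and tolerogenic (0.54) and in DC Old against DC Dysbiotic interferon response (-0.27), proliferation (-0.40), T cell (-0.93) and tolerogenic (-0.26) no longer passed. The rotation and correlation settings change the test and not the mean.

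With each array left out, the lists that crossed the threshold at least 1 time had these ranges. The means ranged, in DC Old against DC Young, from -0.95 to -0.0090 for B cell, -0.68 to -0.34 for cell cycle and DNA repair, -0.63 to -0.29 for dendritic cell, -0.42 to -0.17 for glycolysis, -0.37 to -0.26 for interferon response, -0.59 to -0.085 for mast cell and basophil and -0.92 to -0.11 for neutrophil. The means ranged, in DC Dysbiotic against DC Young, from -0.66 to -0.30 for B cell, -0.62 to -0.20 for dendritic cell, -0.39 to -0.12 for glycolysis, -0.39 to -0.28 for neutrophil and -0.62 to -0.21 for tolerogenic. The means ranged, in DC Old‐LP against DC Old, from -0.027 to 0.91 for B cell, 0.41 to 0.76 for cell cycle and DNA repair, 0.36 to 0.72 for dendritic cell, 0.31 to 0.35 for interferon response, 0.17 to 0.67 for mast cell and basophil, 0.35 to 1.16 for neutrophil, 0.14 to 0.43 for NF‐κB target and 0.57 to 1.01 for T cell. The means ranged, in DC Old against DC Dysbiotic, from -0.49 to 0.45 for B cell, -0.40 to -0.058 for cell cycle and DNA repair, -0.29 to -0.23 for interferon response, -0.47 to 0.034 for mast cell and basophil, -0.60 to 0.21 for neutrophil, -0.29 to 0.039 for *Tgfb* and -0.48 to -0.028 for tolerogenic. The B cell list in DC Old against DC Dysbiotic reversed without DC Old replicate C (-0.49), from 0.12 with all arrays.

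With the letter as a block, 8 results of named genes gained a call and 0 lost one, and no other call changed beyond the counts and lists above. With each array left out, the call was lost, of 12 fits, in 11 for *Lag3*, 10 for *Pdcd1lg2*, 5 for *Cxcl9*, 4 each for *Mid1*, *Atp6v0e2* and *Olfr224* and 1 for *Evc2* in DC Old‐LP against DC Old, and in 7 for *Pdcd1lg2*, 3 for *Cxcl9* and 1 for *Lag3* in DC Old against DC Young. *H2-Aa* gained a call in DC Old‐LP against DC Old in 1, without DC Old replicate C. Signal over background limits the dim genes: on the C arrays 37.3 to 46.0% of spots were well above background, and folds against groups below it are lower bounds.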

Differences from the paper's values

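The paper gives 1673 DE features for DC Old against DC Young, and 351 were found here. Of the alternatives set before the data were examined, those with the replicate letter (1233) or the slide (1528) as a block fall within 1.5 times the paper's value, and the others do not. Of the settings chosen after seeing the values, the first slide against the others as a block (1771), the median signal with the letter (1817) or the slide (2068), and the log2 table of the authors with the letter (1887), the slide (2096), the first slide against the others (2186) or that difference removed first (2493) do as well.

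For DC Old‐LP against DC Old, the paper gives 1478, and 197 were found. Of the alternatives set before the data were examined, the slide as a block (1860) falls within that range and the others do not. Of the settings chosen after seeing the values, the first slide against the others as a block (1363), the median signal with the letter (1578), and the log2 table with the letter (1600) or with the first slide against the others (1959) do.

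For DC Old‐LP against DC Dysbiotic, the paper gives 839, and 92 were found. None of the alternatives set before the data were examined falls within 1.5 times that value. Of the settings chosen after seeing the values, the median signal with the letter (729) or the slide (789) and the log2 table with the letter (743), the slide (787), the first slide against the others (949), that difference removed first (1175) or the letters removed first (1236) do.

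For DC Old‐LP against DC Young, the paper gives 19, and limma gave 0 here, with 632 at an unadjusted p. None of the alternatives set before the data were examined falls within 1.5 times the paper's value. Of the settings chosen after seeing the values, the first slide alone (22) and the log2 table with the slides removed first (14) do.

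For DC Dysbiotic against DC Young, the paper's figure shows about 1100 in Fig. 6a, read by eye, and 195 were found. Of the alternatives set before the data were examined, the slide as a block (1156) falls within 1.5 times that value and the others do not. Of the settings chosen after seeing the values, the first slide against the others as a block (833), the median signal with the letter (998) or the slide (1462), and the log2 table with the letter (1031), the slide (1487), the first slide against the others (1239), that difference removed first (1501) or the letters removed first (1602) do. For DC Old against DC Dysbiotic, the figure shows about 65 in Fig. 6a, read by eye, and 1 was found. None of the alternatives set before the data were examined falls within 1.5 times that value, and the log2 table with array weights (53), chosen after seeing the values, does.

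The paper states that NF‐κB inhibitor genes are repressed in DC Old and DC Dysbiotic. Its text names none of them, so the 8 genes read here may differ from those it meant. Here, each gene was read at its brightest probe. By that reading, 6 of the 8 were higher than in DC Young in each of them, with 0 called. With the 75th percentile shift, 4 of the 8 were higher in DC Dysbiotic. Other probes of some of these genes went the other way. It states that *Tgfb1* is lower in DC Old and DC Dysbiotic, and the log2 fold changes here were 0.33 and 0.08, the latter -0.03 with averaged probes and -0.04 without DC Young replicate A. It names *Tgfb* among the genes that rise in DC Old‐LP, and *Tgfb1* had -0.29 in DC Old‐LP against DC Old, while *Tgfb2* and *Tgfb3* had 1.11 and 0.63. It lists *Parp1* among genes higher in DC Young and DC Old‐LP than in DC Old, and *Parp1* was higher in DC Old by 0.43 and had -0.21 in DC Old‐LP against DC Old, against 7 of the 8 genes of that list.

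The paper states that DC Old switched from oxidative phosphorylation to glycolysis compared with DC Young and DC Old‐LP, and measured glucose uptake by flow cytometry and *Slc2a1* by qRT‐PCR. The glycolysis list here had a mean log2 fold change of -0.27 in DC Old against DC Young (FDR 0.0878, 1 of 11 genes higher) and of 0.25 in DC Old‐LP against DC Old (FDR 0.170, 9 of 11 higher). Both passed with either block, and the first also with normexp, averaged probes and without DC Old replicate C. The oxidative phosphorylation list had -0.08 (FDR 0.534) and 0.08 (FDR 0.554), in the paper's direction. *Slc2a1*, which the paper gives as lower in DC Old‐LP, had -0.46 in DC Old against DC Young and 0.28 in DC Old‐LP against DC Old (SE 0.339).

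Other genes that the paper measured by qRT‐PCR differed in direction as well, and none was called. The errors given were above or near the values, except for *Il10* in DC Old. The paper gives *Il10* as lower in DC Old than in DC Young, and it had 1.93 (SE 1.11). The paper gives IL‐12 transcripts as higher in DC Old and lower in DC Old‐LP. *Il12b* had -0.52 in DC Old against DC Young and 0.35 in DC Old‐LP against DC Old, while *Il12a* went in the paper's direction. Lower in DC Old than in DC Young in the paper are *Cd274*, *Aldh2* and *Arg1*, which had log2 fold changes of 0.28 (SE 0.870), 0.15 (SE 0.552) and 0.12 (SE 0.339) here. *Rela*, higher in DC Old in the paper, had -0.02 (SE 0.434), and 0.0088 with the 75th percentile shift. *Il10* and *Aldh2* rise in DC Old‐LP against DC Old in the paper and had -0.81 (SE 1.11) and -0.32 (SE 0.552), and *Il6* falls there and had 0.26 (SE 0.588). With single arrays left out, the signs of *Cd274*, *Aldh2*, *Arg1*, *Rela* and *Il6*, and of *Il10* in DC Old‐LP, turned in at least 1 fit each.

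Some genes the paper reports as changed did not pass here but passed under an alternative. *Tgfb2* and *Tgfb3* are counted among them because the paper writes *Tgfb* without a number. *Tgfb2* in DC Old against DC Young passed with normexp (-0.75), the log2 table (-0.79), the letter and the slide (-1.22) as a block and without DC Old replicate C. In DC Old‐LP against DC Old it passed with averaged probes (1.17), with either block and without DC Old replicate C (1.42). *Tgfb3* in DC Old against DC Young passed with normexp (-0.66) and the slide as a block (-1.05), and in DC Dysbiotic with the slide as a block. *Plk4* in DC Old‐LP against DC Old and *Parp3* in DC Old against DC Young and in DC Old‐LP against DC Old passed with either block. Both were read at their brightest probes, and their other probes had smaller changes.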

Other observations

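The tests of explanations in this part and their limits were chosen after the results were seen, while the lists with their tests and the genes from the paper were set earlier.

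The C arrays lay far from the A and B arrays of their groups. Dimmer signal on the C arrays would leave bright probes close to each other, but in the brightest 10% of probes the median deviation of C from A and B was 11.5 times that of A from B (0.653 against 0.0568 on the log2 scale), which argues against brightness as the whole cause. A batch of hybridisation remains open: the deviations of C arrays on different slides had a median r of 0.616, and those on the same slide 0.640. All C arrays lie off the first slide, so that a batch and a difference of the pools cannot be told apart. Changes between groups on A and B had an r with those on C of 0.407 for DC Old against DC Young, 0.659 for DC Dysbiotic against DC Young, 0.221 for DC Old‐LP against DC Old, 0.400 for DC Old‐LP against DC Dysbiotic and -0.193 for DC Old‐LP against DC Young.

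The position on the slide was weighed for the likeness of DC Dysbiotic and DC Old, since each group kept its column on the first slide. On the second slide DC Dysbiotic lay in the column that DC Old‐LP held on the first, beside DC Young in the column of DC Old. If the columns set the changes, those of DC Dysbiotic against DC Young on the second slide would run with those of DC Old‐LP against DC Old on the first. The r over 18621 probes was -0.591, which argues against position as the cause. With the changes of DC Old‐LP against DC Old on the third slide, in the same columns, the r was 0.0702.

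DC Dysbiotic lay between DC Young and DC Old for many probes. A mixed sample, with RNA of DC Old in the DC Dysbiotic arrays, would put DC Dysbiotic at the same share of the way for falls and rises on the linear scale. The test took probes by their DC Old and DC Young values alone, with changes of at least 2 on the log2 scale on the first slide and on the C arrays, and read DC Dysbiotic on the first slide. The median position of DC Dysbiotic was 0.775 for the 49 that fell (quartiles 0.725 to 0.832) and 0.833 for the 131 that rose (0.774 to 0.896), and that of DC Old‐LP was 0.120 and 0.0643. The limit of 0.1 for a match was set after exploratory values were seen. The positions lie within that limit, so a mixture of about this kind may be a candidate explanation for the large changes on the first slide, but a biological effect with the same size in both directions would give the same values. Of 15127 probes with a log2 signal above 8 in DC Old on the first slide, 0 had less than 0.5 times that signal on both DC Dysbiotic arrays, as a mixture needs. On the C arrays the median positions were 0.563 for falls and 0.731 for rises. Of 15511 probes, 6.54% had less than 0.5 times the DC Old signal in DC Dysbiotic there, which a mixture at these positions would not give. Between the C arrays of DC Old‐LP and DC Young, this share was 6.53% for DC Old‐LP below DC Young and 3.58% the other way. With a single array per group, the spread of these shares is unknown, so a mixture stays open there. The T cell list argues against a mixture as the whole cause: it was at 10.58, 10.52 and 11.15 in DC Dysbiotic, while mixtures at the positions of the falls would put it at 10.29, 10.27 and 10.35. The smallest excess was 0.253, and A and B of a group differed by at most 0.0769 for this list. *Ccl1*, singled out after its values were seen, was at 10.28 ± 0.76 in DC Dysbiotic against 5.99 in DC Old and 11.03 in DC Young, and a single gene excludes nothing.

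Large changes between DC Old and DC Young on the first slide might come from a sequence variant under a probe, which would leave other probes of a gene unchanged. Of the genes that fell and had another bright probe, 30% had no other bright probe that changed, against 18.0% of those that rose (Fisher's exact test, two-sided, p = 0.342), which leaves this open. A strain or donor variant would place changed genes near each other. Of 429 changed genes, 209 had another within 1 Mb, against a median of 194 and a highest value of 229 in 1000 draws of random genes (one-sided permutation p = 0.125), which leaves it open as well. *Ifi202b*, which was chosen after its values were seen, was not above background on any DC Young array and was at least 22.0‐fold and 22.6‐fold higher in DC Old‐LP at its probes, with adjusted p of 1.00 for both. It was at 3.89 to 4.27 on DC Old replicates A and B, and at 10.24 and 11.77 on DC Old replicate C.

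Lists that no passage in the text covers were tested as well, among them glycolysis and oxidative phosphorylation, about which the paper makes a statement. The mean log2 fold changes between DC Old and DC Young were -0.27 for glycolysis (FDR 0.0878, 1 of 11 genes higher), -0.08 for oxidative phosphorylation (FDR 0.534), -0.29 for mast cells and basophils (FDR 0.202), -0.42 for dendritic cells (FDR 0.108, 6 of 13 higher, with 4 genes in another list), -0.34 for B cells (FDR 0.333) and -0.38 for neutrophils (FDR 0.0858). The macrophage list had a mean of 0.01 with a median of -0.02, and its set test pointed down (FDR 0.673). The NF‐κB target list was higher in DC Old‐LP than in DC Young, with a mean of 0.41 (FDR 0.0220, 16 of 21 higher), which did not hold with fry.

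Genes the paper measured by qRT‐PCR or as surface markers, and that no other part names, had log2 fold changes in DC Old against DC Young of 0.28 for *Cd274*, -0.55 for *Btla*, 0.15 for *Aldh2*, -0.46 for *Slc2a1*, 0.18 for *Cd40*, 0.12 for *Havcr2*, -0.25 for *Ccr7*, 0.23 for *Ccr9*, 0.79 for *H2-Ab1*, -1.04 for *H2-Aa* and -0.59 for *Cd86* (adjusted p = 0.341). *Cd80* had -0.18, and 0.07 with the slide as a block. *Arg1* had 0.12 and *Rela* -0.02. None of them was a DE feature without a block. With either block, *Cd86* and *H2-Ab1* were, at these probes. The other probes of *H2-Ab1* had 0.09, 0.40 and -0.38, and those of *Cd86* -0.10 and -0.73. *Xist* was at 10.49 in DC Old and 9.91 in DC Young, and the Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* were not well above background in these groups.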
